# Short- and long-term impact of hyperoxia on the blood and retinal cells’ transcriptome in a mouse model of oxygen-induced retinopathy

**DOI:** 10.1038/s41390-019-0598-y

**Published:** 2019-10-02

**Authors:** Magdalena Zasada, Anna Madetko-Talowska, Cecilie Revhaug, Anne Gro W. Rognlien, Lars O. Baumbusch, Teofila Książek, Katarzyna Szewczyk, Agnieszka Grabowska, Miroslaw Bik-Multanowski, Jacek Józef Pietrzyk, Przemko Kwinta, Ola Didrik Saugstad

## Abstract

**Background:**

We aimed to identify global blood and retinal gene expression patterns in murine oxygen-induced retinopathy (OIR), a common model of retinopathy of prematurity, which may allow better understanding of the pathogenesis of this severe ocular prematurity complication and identification of potential blood biomarkers.

**Methods:**

A total of 120 C57BL/6J mice were randomly divided into an OIR group, in which 7-day-old pups were maintained in 75% oxygen for 5 days, or a control group. RNA was extracted from the whole-blood mononuclear cells and retinal cells on days 12, 17, and 28. Gene expression in the RNA samples was evaluated with mouse gene expression microarrays.

**Results:**

There were 38, 1370 and 111 genes, the expression of which differed between the OIR and control retinas on days 12, 17, and 28, respectively. Gene expression in the blood mononuclear cells was significantly altered only on day 17. *Deptor* and *Nol4* genes showed reduced expression both in the blood and retinal cells on day 17.

**Conclusion:**

There are sustained marked changes in the global pattern of gene expression in the OIR mice retinas. An altered expression of *Deptor* and *Nol4* genes in the blood mononuclear cells requires further investigation as they may indicate retinal neovascularization.

## Introduction

Retinopathy of prematurity (ROP), a proliferative retinal vascular disorder affecting premature infants, is currently a major cause of potentially preventable blindness in children.^1^ It is estimated that ROP affects 33.2% of neonates with birth weight < 1500 g.^2^ ROP develops in two phases; phase 1 is initiated by hyperoxia and exacerbated by lack of the essential factors provided in utero, followed by a destruction of existing vessels and arrest of normal vessel development. Phase 2 is driven by increased metabolic activity of the hypoxic retina, which leads to both revascularization and pathological neovascularization.^3^ An excessive abnormal compensatory vessel growth may result in fibrous scar development, and ultimately leads to retinal detachment.^4^ We believe that better understanding of the pathomechanisms behind ROP coupled with an early and effective method of the risk stratification of ROP development would allow to take true preventive actions and/or targeted treatment. Genome-wide microarray analysis provides a simultaneous examination of the expression of thousands of genes in a single experiment to create a comprehensive picture of dysregulated genes and pathways. A possibility to use the animal model that mimics key features of the disease provides invaluable tool for studying ROP underlying mechanisms not only in the blood, but also in the target tissue such as retina. The most widely used model is a murine model of oxygen-induced retinopathy (OIR).^5^ In mice, the retinas are mostly avascular after birth, and retinal vascularization occurs in the early neonatal period, resembling situation observed in the prematurely born infants. 5-day long continuous exposure to high oxygen levels imitates the biphasic retinal vascular response observed in the young infants with ROP.^6^ Up till now, exploration of the retinal gene expression pattern in the murine OIR model was assessed partially. Sato et al.^7^ evaluated only a selected set of genes related to angiogenesis and inflammation. Subsequent studies investigated expression of the entire genome, but at the selected time points—Ishikawa et al.^8^ and Yang et al.^9^ determined a profile of gene expression in murine retinas soon after end of hyperoxia, whereas Recchia et al.^10^ additionally verified gene expression in rodent retinas during neovascularization phase. The goal of this study was to identify potential ROP blood biomarkers and provide a more molecular-based understanding of ROP by comparing the gene expression profile at three time points (vaso-obliteration (P12), maximal neovascularization (P17) and during normalization of the retinal damage (P28)) in the blood mononuclear cells and retinas obtained from the mice with and without OIR. We hypothesized that supplemental oxygen as compared with air induced gene expression changes in the blood and retinal cells, which varied depending on the length of time following exposure to hyperoxia.

## Methods

### Murine model of OIR

The Norwegian Animal Research Authority approved all experiment protocols. The animals were cared for and handled in accordance with the Norwegian Legislation and Directive. OIR was induced in C57BL/6 mice (received from: Jackson Laboratories, Bar Harbor, ME) according to the protocol described by Smith et al.^6^ Briefly, mice were housed and bred at 24 °C at a 12:12 light/dark cycle with access to a standard rodent pellets and water ad libitum. On the postnatal day 7 (P7), all pups within each litter were earmarked with use of surgical micro-scissors. When a pup was picked up from the cage, it received a number drawn by an assistant from blinded tickets containing numbers from 1 to 8. The procedure was repeated until every pup had its own number within the litter. The smallest pups (according to their body weight on P7) out of litters of >8, or any abnormal pups (with visible morphologic abnormalities) were excluded from the experiment. Each litter with a nursing mother was then randomized either to hyperoxia (75% oxygen) or normoxia (21% oxygen) conditions (also by drawing a ticket either with a symbol N for normoxia or H for hyperoxia), then transferred in their cage into A-Chambers (BioSpherix Ltd, Parish, NY), where they were kept until day 12 (P12). Seventy-five percent oxygen concentration was achieved with a conventional oxygen mixer (oxygen (AGA AS, Oslo, Norway) plus room air). Each chamber was continuously monitored for oxygen concentration (O2-monitor, ProOX110 BioSpherix Ltd, Parish, NY), temperature and humidity (Thermometer/Hygrometer Clas Ohlson, Insjon, Sweden), and CO_2_ level (ProCO_2_ P120, BioSpherix Ltd, Parish, NY). An open water source kept air humidity at 40–50%. Every day there was a 10–20 min break in oxygen supply for airing the chamber and checking the mice. Nursing dams stayed with their own litters throughout the entire experiment. The cages containing pups with their mothers were removed from the hyperoxia/normoxia chambers on day P12. Before removing cages with mice from A-Chambers, one more randomization was performed; namely tickets with symbols, indicating the predicted harvesting day and type of analyses were prepared, then they were randomly assigned to each pup from either hyperoxia or normoxia group. 1/3 of the pups were immediately anesthetized (zolazepam/tiletamine/xylazine/fentanyl standard ZRF cocktail, 0.1 ml/10 g intraperitoneally), their gender was assessed, and the blood samples obtained by cardiac puncture were collected to 1 ml syringes (Terumo U40/1 ml, needle 0.33 x 12), flushed with EDTA, then processed within 1 h, as described below. Then mice were killed by aorta cut and their eyes were enucleated. The rest of the litters with nursing mothers returned to room air and stayed under normal conditions till P17, or P28, according to their randomly selected groups. Their blood and retinas were collected and processed the same way as described above.

### Murine blood mononuclear cells purification and total RNA isolation

Blood sample was diluted with equal amount of sterile phosphate-buffered saline (PBS) solution (GE Healthcare Life Sciences). One milliliter of Ficoll-Paque (GE Healthcare Life Sciences) was inserted into a 2 ml Eppendorf centrifuge tube. Diluted blood sample was layered carefully onto the Ficoll-Paque. Then sample was centrifuged at 400 gav for 30 min at 18 °C. After removing an upper layer, a lymphocyte layer was transferred into a new 2 ml Eppendorf tube, filled with PBS solution, mixed and afresh centrifuged at 100 gav for 10 min at 18 °C. Then the supernatant was discarded carefully not to disrupt the pellet of the peripheral blood mononuclear cells (PBMC). Subsequently, PBMCs were washed again with PBS solution (centrifugation repeated under the same conditions). Afterwards 800 µl of lysis solution and 50 µl of sodium acetate (Mouse RiboPure™-Blood RNA Isolation Kit; Invitrogen; Thermo Fisher Scientific) was added, the cells were suspended by manual pipetting, then the samples were placed immediately at −80 °C. Total RNA was isolated with the use of Mouse RiboPure™-Blood RNA Isolation Kit (Invitrogen; Thermo Fisher Scientific) according to the manufacturer’s instructions. RNA concentration was measured with the use of NanoDrop Spectrophotometer (NanoDrop ND-1000; Thermoscientific, Waltham), and RNA quality was determined by TapeStation 4200 (Agilent, Santa Clara).

### Obtaining retinas and total RNA isolation

Whole retinas free of additional tissues were isolated immediately under a dissecting microscope, and put into vials with RNA*later*® Stabilization Solution (Thermo Fisher Scientific), kept for 24 h in + 4 °C and stored in a −80 °C freezer until further use. To isolate sufficient total RNA for microarray analysis, two retinas from the same mouse were pooled. Retina tissues were then disrupted with the use of TissueRuptor handheld rotor-stator homogenizer (Qiagen, Hilden, Germany) and total RNA from the retina cells was processed by RNeasy Micro Kit (Qiagen, Hilden, Germany) as described by the manufacturer. RNA concentration was measured with the use of NanoDrop Spectrophotometer (NanoDrop ND-1000; Thermoscientific, Waltham), and RNA quality was determined by TapeStation 4200 (Agilent, Santa Clara).

### Validation of the model

Eyes from randomly selected 36 pups both from normoxia and hyperoxia groups, 1/3 from each harvesting time point, were used for the verification of the model, according to the methods described in details elsewhere.^3^ Briefly, the eye was enucleated and fixed with 4% Paraformaldehyde Solution (Boster Biological Technology, Pleasanton CA). Then under the dissecting microscope the retina was isolated, incubated in 0.5% Triton X-100 (Sigma, St. Louis, MO) and stained in the lectin solution with Alexa Fluor 594–I21413, Molecular Probes. Then under a dissecting microscope retinas were mounted on a microscope slide and cover slipped with SlowFade medium (Thermo Fisher Scientific, Waltham, MA). Images were obtained using the Zeiss AxioCam MRc, Zeiss AxioObserver.Z1 microscope and AxioVision 4.8 software. Using Adobe Photoshop CS6, the percentage of avascular retina, as well as neovascularization fraction was calculated by an independent researcher.

### Microarray analyses

One-hundred nanograms of total RNA was used for each single experiment with use of SurePrint G3 Mouse Gene Expression 8x60K Microarrays (Agilent, Santa Clara) to study the mRNA expression. Microarray gene expression experiment was performed according to the manufacturer’s protocol (Two-Color Microarray-Based Gene Expression Analysis—Low Input Quick Amp Labeling ver.6.5). The universal mouse reference RNA (Agilent Technologies, CA) was used as an internal control. After experiment, the microarrays were scanned by SureScan Microarray Scanner (Agilent, Santa Clara) and data was extracted using Feature Extraction Software (Agilent, Santa Clara). Details of the microarray experiment are available on-line (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130400, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130347)

### Quantitative real-time PCR (qRT-PCR) verification of gene expression

To verify the microarray gene expression data, ten genes were randomly selected for a method validation using qRT-PCR. The genes represented well described and characterized murine genes chosen from the popular databases, such as Ensembl, NCBI, or DAVID. The genes specific for retinas included*: Cidea, Etnppi, Spink13, Gabrb1, Bfsf2, Tnnt2, Adm, Gfap, Nupr, Actg2*. The primers and probes were commercially available (Thermo Fischer Scientific, USA). The complementary DNA was synthesized using SuperScript III kit (Thermo Fischer Scientific) according to the manufacturer’s protocol. The qRT-PCR analysis was performed using Applied Biosystems 7500 Real-Time PCR System and TaqMan Universal Master Mix II, no UNG (Thermo Fischer Scientific). The qRT-PCR reactions were performed in 96-well plates at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 62 °C for 1 min. All samples were run in duplicates. Gene expression was calculated by ΔΔCt method, normalized against the endogenous control gene *Gapdh* and for each gene fold change (FC) values were calculated as previously described.^11^ In blood samples, the same validation method as described above was performed in seven randomly selected genes, due to very limited amount of blood and RNA obtained from the small pups.

### Statistical analysis

Gender distribution was evaluated with chi-square test. A probability value of < 0.05 was considered statistically significant. JMP® 13.1.0 (SAS Institute Inc., 2016) was used for statistical analysis.

Microarray data were analyzed by GeneSpring GX software (Agilent, Santa Clara). Raw microarray data were normalized, then moderated *t*-test was applied to compare gene expression between the study groups. The results were corrected for multiple testing by the Benjamini–Hochberg procedure. A 0.05 significance level of the adjusted *p*-values was used. The genes, the expression of which was significantly altered during the experiment, were further investigated using established databases, such as Gene Cards (http://www.genecards.org), Mouse genome informatics (http://www.informatics.jax.org), and NCBI gene (http://www.ncbi.nlm.nih.gov), Ensembl (http://www.ensembl.org/Mus_musculus).

## Results

### Animal model of OIR

On P7, 120 C57BL/6J mice underwent the experiment—60 were randomly assigned to the OIR group, and the other 60 formed the control group. All animals survived the experiment, and were further randomized according to the day of tissue harvesting (P12, P17, or P28). Six mice from each group from every experimental time point were used for model verification. Out of 84 animals assigned to the gene expression analysis, five were excluded due to insufficient RNA concentration and low sample quality (Fig. 1).

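The retina arrays analyzed here came from 77 of these mice, with 1 array per mouse and both retinas of a mouse pooled. There were 13 OIR and 12 control mice on P12, 13 OIR and 12 control mice on P17, and 13 OIR and 14 control mice on P28. Every array carried a different mouse number, so that no array was a technical repeat of another and no OIR mouse had a matched control mouse. No 2 arrays held the same values. The highest Pearson correlation across all probes was 0.941 between 2 arrays of one group and 0.935 between 2 arrays of different groups.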

**Fig. 1:**
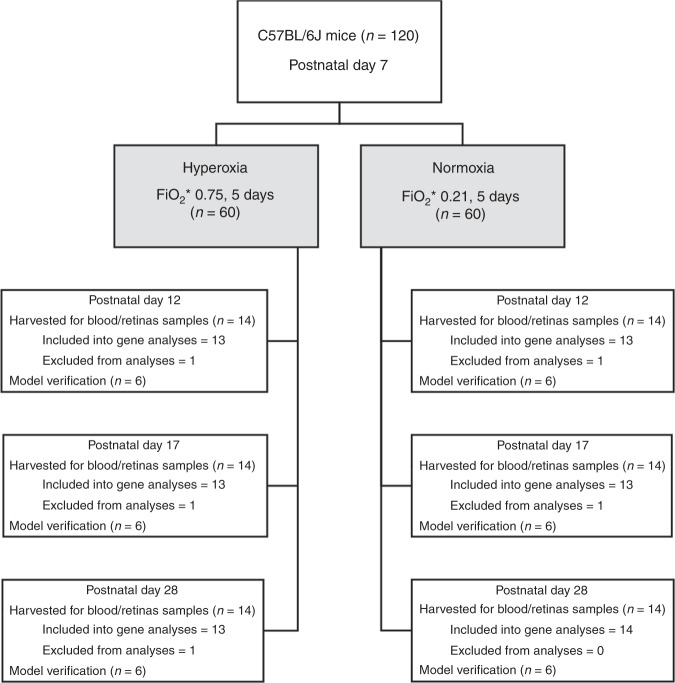
Flowchart of the study. Experimental design and experimental groups. *FiO_2_—fraction of inspired oxygen

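The sex of each mouse was read from its array, since the sample labels do not give it. The log2 ratio of *Xist*, which is transcribed from the inactive X chromosome of females, was set against the mean log2 ratio of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* in the values processed by the authors. *Xist* lay above the Y-linked genes on 38 arrays, by at least 2.27, and below them on 39 arrays, where the difference was −3.86 or lower. By this reading the OIR group held 20 female and 19 male mice and the control group held 18 female and 20 male mice (2-sided Fisher's exact test, p = 0.821). The female and male mice were 8 and 5 in the OIR group and 5 and 7 in the control group on P12, 4 and 9 against 6 and 6 on P17, and 8 and 5 against 7 and 7 on P28.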

The two groups did not differ in gender distribution (Table 1). There were no significant weight differences between the groups when entering experiment (P7); however, OIR group revealed transient significant extrauterine growth retardation on P12, which normalized after day P17 (Table 2). Retinal vascular staining confirmed oxygen-related damage of the retinas in the OIR group (Fig. 2).

**Table 1:** Characteristics of dams and litters in the study groups

	Hyperoxia			Normoxia			Pearson chi-square *p*—for gender distribution
	No of dams/litters (*n*)	Male pups (*n*)	Female pups (*n*)	No of dams/litters (*n*)	Male pups (*n*)	Female pups (*n*)	
In total	18	20	19	16	21	19	0.5400
P12	12	5	8	12	8	5	0.2393
P17	10	10	3	10	7	6	0.2162
P28	10	5	8	9	6	8	0.8163

**Table 2:** Mean weight in selected time points in OIR and control animals, whose tissues were further proceeded for the transcriptome analysis

	OIR group	Normoxia group	*p* (two sided *t*-test)
Weight on postnatal day (P) [g]:			
P7 (mean, (SD))	4.13 (0.41)	3.98 (0.59)	0.2092
P10 (mean, (SD))	5.31 (0.54)	5.29 (0.53)	0.8675
P12 (mean, (SD))	5.58 (0.54)	6.06 (0.56)	0.0003
P14 (mean, (SD))	6.13 (0.68)	6.92 (0.80)	0.0004
P17 (mean, (SD))	7.03 (0.78)	7.53 (0.84)	0.0268
P21 (mean, (SD))	8.49 (1.19)	8.86 (1.02)	0.3939
P28 (mean, (SD))	14.96 (1.93)	16.07 (1.34)	0.1286

**Fig. 2:**
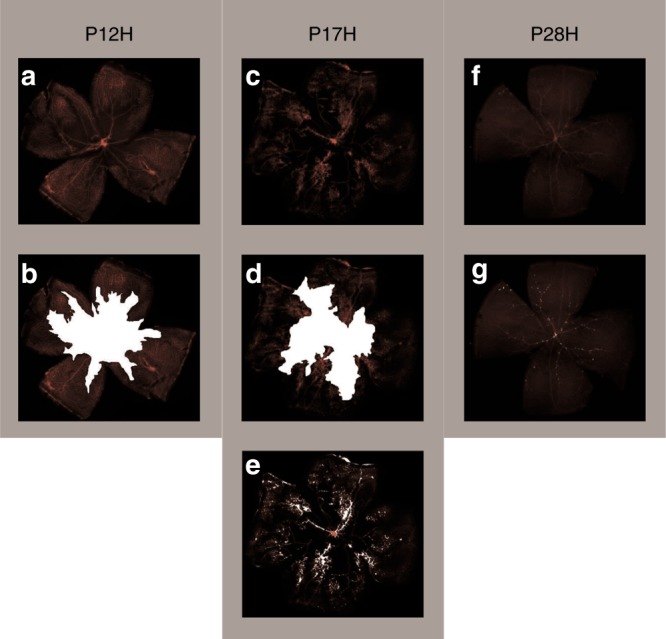
Retinal flat mounts from OIR groups at different time points: P12H (postnatal day 12, right after hyperoxia), P17H (postnatal day 17, 5 days after hyperoxia), P28H (postnatal day 28, 16 days after hyperoxia). The retinal vessels were stained with lectin. P12H: **a** vaso-obliteration showed as a large avascular zone in the central retina, **b** the avascular area presented in white; P17H: **c** maximal pathological retinal neovascularization (NV). The retinal vessels were dilated and there were tufts of NV on the surface of the retina, **d** the avascular area shown in white, **e** the areas of neovascularization shown in white; P28H: **f** neovascular changes regression, **g** the remained areas of neovascularization are shown in white

### Overall gene expression changes in retina

Microarray analysis revealed significant differences between OIR and control group in gene expression in murine retinas in all experimental time points (Table 3 and Fig. 3—part 1). 

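For each of the 77 retina arrays, the RNA of 1 mouse and the universal mouse reference RNA were labeled with different dyes and hybridized together. The scanner software recorded a signal and a local background in the Cy3 and the Cy5 channel for each of 62976 spots. The sample labels assign the retina to Cy5 and the reference to Cy3, and the paper's text names no dye. However, the rod photoreceptor genes *Sag*, *Gnat1* and *Pde6b* were brighter in Cy3 than in Cy5 on all 77 arrays, with a log2 difference of at least 4.18. In the table that the authors processed and deposited, at least 99.2% of the probes on every array held the log2 ratio of the Cy3 to the Cy5 processed signal, with a tolerance of 0.001. Cy3 was therefore taken as the channel of the retina, and all ratios are given as retina over reference. No array had the dyes swapped.

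Each probe was expressed as a log2 ratio in a pair of ways. For the first, called the offset ratio, the median spot signals were corrected for background by the normexp method with an offset of 50 and normalized by loess within each array, spots that the scanner software marked as outliers were left out, and the spots of one probe were averaged. For the second, called the deposited ratio, the authors' processed values were used as they stand, which hold the background subtraction and dye normalization of the Feature Extraction software and no offset. The offset ratio was the main value. An offset draws the ratio of a dim spot towards 0 and so gives smaller fold changes where the signal is near background. OIR and control mice were compared separately on each day by the moderated *t*-statistic of limma over 55681 probes, with the Benjamini-Hochberg adjustment, and a probe was called differentially expressed at an adjusted *p* under 0.05. A gene was represented by the probe with the brightest mean signal over the 77 arrays.

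The number of probes well above background in the retina channel had a median of 20045 in OIR and 21095 in control mice on P12, 20283 and 20843 on P17, and 32884 and 32167 on P28. The arrays lay on 11 slides. P12 arrays were on 9 of them, P17 arrays on 10 and P28 arrays on 9. Of these, 7, 6 and 3 slides held OIR and control mice of the same day. On P28, 6 of the 14 control and 2 of the 13 OIR mice lay on slides without a mouse of the other group of that day. The slide was therefore also put into the comparison as a block. The number of arrays per group sets the precision of all values.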

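With the offset ratio, 13 of the 55681 probes were differentially expressed on P12, 631 on P17 and 34 on P28. These probes stood for 13, 499 and 30 genes with a symbol. Before adjustment, 1741, 5775 and 4145 probes had a *p* under 0.05. With the deposited ratio, the same test gave 39 probes (36 genes) on P12, 1471 probes (1165 genes) on P17 and 0.203% of all probes (97 genes) on P28. Of the probes found with the offset ratio, 11, 534 and 21 were also found with the deposited ratio. Over all alternatives, the count ran from 8 with Bonferroni adjustment or with trend and robust estimation to 42 with the scanner software's own log ratio on P12, and from 129 to 1632 with the same adjustment and the same log ratio on P17. On P28 it ran from 10 with Bonferroni adjustment to 137 with the retina channel without the reference, an alternative chosen after seeing the data. With the slide as a block, 16 probes on P12, 832 on P17 and 0.219% of all probes on P28 were differentially expressed.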

Overall, there were 39 genes (38 genes with annotated gene symbol) differentially expressed on day P12, 1478 genes (1370 genes with annotated gene symbol) on P17, and 114 genes (111 genes with annotated gene symbol) on P28. On P12, the predominant fraction of the significantly altered genes showed reduced expression, whereas the majority of the genes demonstrated increased expression in later days, both P17 and P28, in the OIR group when compared with the controls. 

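All 13 probes found on P12 with the offset ratio were lower in OIR mice, which leaves a share of higher probes of 0%, with an exact 95% upper limit of 24.7%. On P17, 447 probes were higher and 184 lower, so that 70.8% were higher (exact 95% binomial interval 67.1 to 74.4%). On P28, 31 probes were higher and 3 lower, a share of 91.2% (76.3 to 98.1%). Probes of one array are not independent of each other, so these intervals describe counting error only. The share on P17 moved most under Bonferroni adjustment, to 92.2%, and under array weights, to 54.2%, and stayed on the side of higher expression under every alternative tried. Using the deposited ratio, 1 probe was higher and 38 were lower on P12, 929 higher and 542 lower on P17, and 109 higher and 4 lower on P28.

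**Figure D1:**
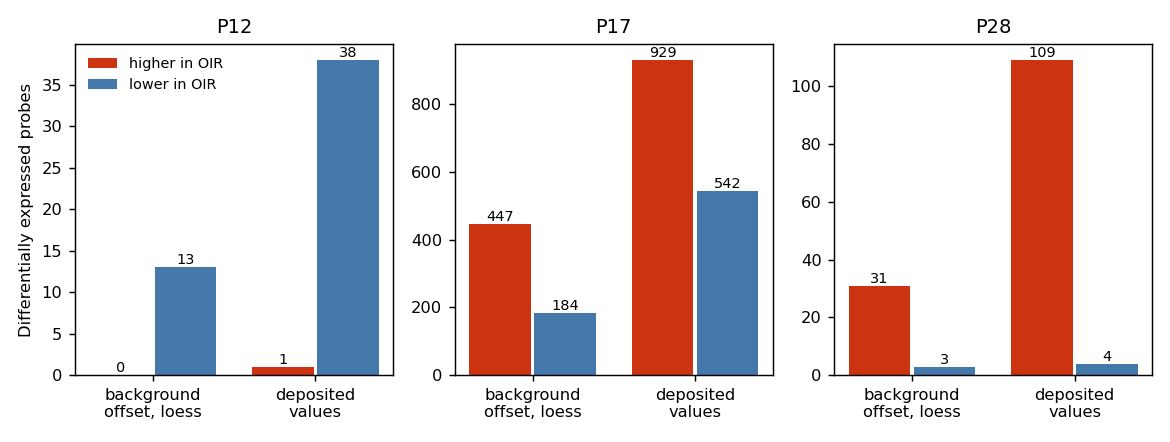
Number of probes differentially expressed between OIR and control retinas on P12, P17 and P28, with bars for probes higher and lower in OIR mice. The offset ratio gave 0 higher and 13 lower, 447 higher and 184 lower, and 31 higher and 3 lower probes on these days, and the deposited ratio gave 1 and 38, 929 and 542, and 109 and 4.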

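The change of the OIR effect from one day to another was tested directly, as the difference between the OIR-minus-control log2 fold changes of both days in one limma model. From P12 to P17, the OIR effect was significantly higher on P17 for 243 probes and lower for 24. From P17 to P28, it was lower on P28 for 136 probes and higher for 19. Between P12 and P28, it differed for 22 probes, of which 21 had the higher effect on P28. Array weights moved the split of directions most. They gave 541 higher and 348 lower from P12 to P17, and 171 higher and 247 lower from P17 to P28. The more frequent direction stayed the same under every alternative. The deposited ratio gave 775, 325 and 98 probes with a differing effect. Over all alternatives, these counts ran from 100, 52 and 13 with Bonferroni adjustment to 1120 and 136 between P12 and the later days with the deposited ratio and the slide as a block, an alternative chosen after seeing the data, and to 418 between P17 and P28 with array weights.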

We observed a shift in gene expression pattern in OIR murine retinas, starting from a significantly diminished gene expression immediately after hyperoxia exposure through a peak gene overexpression on P17, when maximal neovascularization was observed, till gradual decline of gene overexpression on P28 (Fig. 3).

**Table 3:** Summary of the number of differentially expressed genes in retina tissue and blood between OIR and control group at different time points (cutoff: moderated *t*-test corrected *p*-value < 0.05)

No of differentially expressed genes with annotated gene symbol (no of differentially expressed microarray probes)	P12		P17		P28	
	Retina	Blood	Retina	Blood	Retina	Blood
All	38 (39)	0 (0)	1370 (1478)	49 (63)	111 (114)	0 (0)
Overexpressed genes	1	0	855	34 (38)	107	0
Underexpressed genes	37	0	515	15 (25)	4	0

**Fig. 3:**
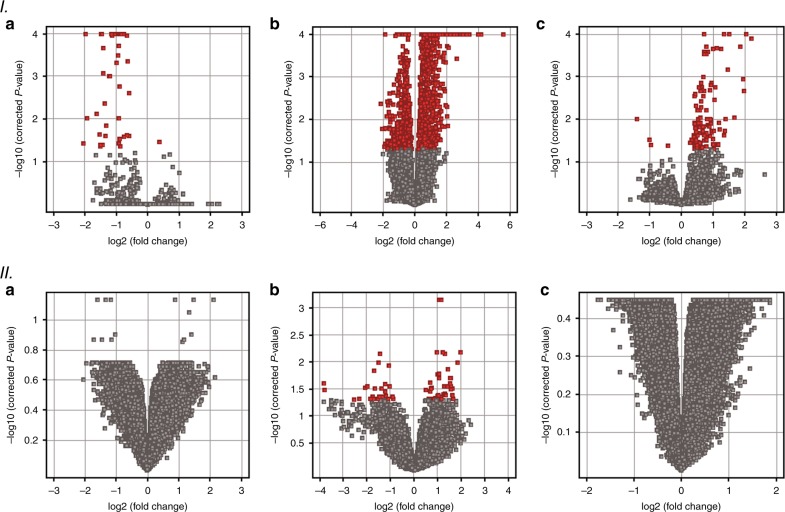
Volcano plots demonstrating that OIR was associated with alterations of specific genes in all analyzed time points (**a**—P12, **b** —P17, **c**—P28). I—gene expression changes in retina, II—gene expression changes in blood. The vertical axis value—negative log of the *p*-values. The horizontal axis—log2 change (FC—fold change) between the two experimental conditions (OIR vs. normoxia). The red dots represent genes, whose expression was significantly changed between the study vs. control groups (corrected *p*-value < 0.05)

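When the differentially expressed probes with a gene symbol were ranked by the log2 fold change of the offset ratio, the 5 largest falls on P12 were those of *Cd93* (−1.03), *Egfl7* (−0.86), *Cd34*, *Apod* (−0.80) and *Ramp2* (−0.66). On P17, the 5 largest rises were those of *Pcolce*, *Cebpd*, *Mt2* (2.24), *Ndufa4l2* (2.03) and *Cd248* (1.97), and the 5 largest falls were those of *Spc25*, *Cck* (−1.09), *Tceal5* (−0.92), *Enpp2* (−0.90) and *Tspyl4* (−0.83). On P28, *C4b*, *Pcolce*, *Edn2*, *Cebpd* and *Mt2* rose most, and *Rgs3* (−0.15) was the only gene with a symbol among the falls. Of these genes, *Ramp2* on P12, *Tceal5* on P17 and *Edn2* and *Rgs3* on P28 were not differentially expressed with the deposited ratio. The reference channel of the *Ndufa4l2* spot also rose on P17, which lowers its ratio.

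Of the 43 entries of Tables 4 and 5, all had the same direction with the offset ratio as in the tables. The 10 genes of Table 5 on P17 were all differentially expressed, as were 3 of its 9 genes on P28 and, with the slide as a block, 7 of these 9. The entry of Table 5 on P12 was not, nor were 8 of the 10 genes of Table 4 on P12, 9 of its 10 genes on P17 and its 3 genes on P28. When the deposited ratio was used, 42 of the 43 entries were differentially expressed. The exception was *Grip1* on P28, whose brightest probe had a log2 fold change of −0.077 with the offset ratio (standard error 0.084, adjusted p = 0.780), and turned positive with the slide as a block. Another *Grip1* probe, A_55_P1982127, had a log2 fold change of −0.083 with the offset ratio and of −0.97 with the deposited ratio (adjusted p = 0.0404).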

The genes with the most diverse expression defined by the highest fold change (FC) values are listed in Tables 4 and 5.

**Table 4:** Top list of downregulated genes in retina and blood based on the fold change in their expression between OIR and control mice at different time points

Time point	Gene symbol	Log2FC	Corrected *p*-value	Gene name
Retina				
P12	*Ccm2l*	−4.15	0.0374	Cerebral cavernous malformations 2 protein-like
	*Abcc9*	−3.93	2.0026E-6	ATP-binding cassette subfamily C member 9
	*Adcy4*	−3.10	0.0095	Adenylate cyclase type 4
	*Arap3*	−2.90	0.0075	Arf-GAP with Rho-GAP domain, ANK repeat and PH domain-containing protein 3
	*Mmrn2*	−2.85	0.0230	Multimerin-2
	*Robo4*	−2.82	0.0433	Roundabout homolog 4
	*Cd34*	−2.81	0.0400	Hematopoietic progenitor cell antigen CD34
	*Adgre5*	−2.76	2.6282E-9	Adhesion G-protein-coupled receptor E5
	*Ptprb*	−2.69	2.0025E-6	Receptor-type tyrosine-protein phosphatase beta
	*Ets1*	−2.66	0.0400	Protein C-ets-1
P17	*Cidea*	−4.44	0.0043	Cell death activator CIDE-A
	*Kcne1l*	−4.17	0.0169	Potassium voltage-gated channel subfamily E regulatory beta subunit 5
	*Kcnd2*	−3.82	0.0430	Potassium voltage-gated channel subfamily D member 2
	*Spink13*	−3.78	0.0166	Serine protease inhibitor Kazal-type 13
	*Etnppl*	−3.69	0.0371	Ethanolamine-phosphate phospho-lyase
	*Spc25*	−3.64	7.0628E-9	Kinetochore protein Spc25
	*Gabrb1*	−3.63	0.0163	Gamma-aminobutyric acid receptor subunit beta-1
	*Tacr3*	−3.33	0.0477	Neuromedin-K receptor
	*Scn11a*	−3.31	0.0350	Sodium channel protein type 11 subunit alpha
	*Gpr101*	−3.30	0.0039	Probable G-protein-coupled receptor 101
P28	*Fam219aos*	−2.62	0.0099	Family with sequence similarity 219, member A, opposite strand
	*Grip1*	−1.95	0.0405	Glutamate receptor-interacting protein 1
	*Crabp1*	−1.33	0.0417	Cellular retinoic acid-binding protein 1
Blood				
P17	*Gm1043*	−5.02	0.0481	Predicted gene 1043
	*Gm29260*	−4.21	0.0298	Predicted gene *29260*
	*Tbc1d17*	−3.63	0.0481	TBC1 domain family member 17
	*Nol4*	−3.23	0.0146	Nucleolar protein 4
	*Gm4013*	−3.13	0.0304	Predicted gene *4013*
	*Gm3970*	−2.82	0.0102	Predicted gene *3970*
	*Ccl20*	−2.76	0.0434	C-C motif chemokine 20
	*Cers4*	−2.34	0.0253	Ceramide synthase 4
	*Nbeal1*	−2.08	0.0115	Neurobeachin-like 1
	*Serpina11*	−2.03	0.0282	Serpin A11

**Table 5:** Top list of upregulated genes in retina and blood based on their expression fold change between OIR and control mice at different time points

Time point	Gene symbol	Log2FC	Corrected *p-*value	Gene name
Retina				
P12	*Mri1*	1.29	0.0338	Methylthioribose-1-phosphate isomerase
P17	*Esm1*	49.02	1.3345E-11	Endothelial cell-specific molecule 1
	*Edn2*	18.60	1.8853E-5	Endothelin-2
	*Bcl3*	16.71	1.4607E-8	B-cell lymphoma 3 protein homolog
	*Apln*	16.05	3.7819E-9	Apelin
	*C4b*	11.10	1.3346E-11	Complement C4-B
	*Pcolce*	10.65	6.6323E-11	Procollagen C-endopeptidase enhancer 1
	*Cebpd*	10.47	1.9108E-8	CCAAT/enhancer-binding protein delta
	*Adm*	9.68	7.5001E-11	Adrenomedullin
	*Tnnt2*	8.46	3.2014E-8	Troponin T, cardiac muscle
	*Gfap*	8.06	7.0122E-6	Glial fibrillary acidic protein
P28	*Bcl3*	4.62	1.2942E-4	B-cell lymphoma 3 protein homolog
	*C4b*	4.17	2.9285E-7	Complement C4-B
	*Lad1*	3.92	0.0023	Ladinin-1
	*Apln*	3.92	0.0012	Apelin
	*Pcolce*	3.64	2.0317E-4	Procollagen C-endopeptidase enhancer 1
	*Fgf2os*	3.22	0.0091	Uncharacterized protein
	*Tnnt2*	2.86	2.8065E-5	Troponin T, cardiac muscle
	*Cebpd*	2.77	6.8232E-4	CCAAT/enhancer-binding protein delta
	*Lyz1*	2.64	0.0099	Lysozyme C-1
	*Glycam1*	2.61	0.0187	Glycosylation-dependent cell adhesion molecule 1
Blood				
P17	*Taf4*	3.11	0.0403	Transcription initiation factor TFIID
	*Sec22a*	2.96	0.0195	Vesicle-trafficking protein SEC22a
	*Trmt1l*	2.91	0.0195	tRNA methyltransferase 1 -like protein
	*ND2*	2.50	0.0070	NADH-ubiquinone oxidoreductase chain 2
	*Rrp1b*	2.32	0.0067	Ribosomal RNA processing protein 1 homolog B
	*Trp53*	2.25	6.9234E-4	Cellular tumor antigen p53
	*Fam20b*	2.23	0.0481	Glycosaminoglycan xylosylkinase
	*Hmg20b*	1.98	0.0067	SWI/SNF-related matrix-associated actin-dependent regulator of chromatin subfamily E member 1-related
	*Gbf1*	1.66	0.0304	Golgi-specific brefeldin A-resistance factor-1
	*Mkln1*	1.60	0.0354	Muskelin

### Overall gene expression changes in blood

There were significant differences in gene expression only on P17 in OIR mice in comparison to the control animals in the PBMC analysis (Fig. 3). Out of 63 genes (49 genes with known official Gene symbols), around two-thirds were significantly upregulated, whereas one-third was downregulated (Table 3 and Fig. 3—part 2). Two genes, *Deptor* and *Nol4* showed decreased expression both in the blood and retinal tissues on day P17 (FC_retina_ < −3; FC_blood _< −2).

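In the retina on P17, *Deptor* (probe A_51_P445841) had an offset ratio of −0.37 ± 0.13 (SD, n = 13) in OIR and −0.32 ± 0.14 (SD, n = 12) in control mice. The log2 fold change was −0.05 (standard error 0.052, adjusted p = 0.744), and 7 of 13 OIR mice lay below the control median. The probe was well above background in 2 OIR and 6 control mice, so that most arrays measured *Deptor* near background. Its deposited log2 fold change was −1.08 (adjusted p = 0.0152), a fold change of −2.11. *Nol4* (probe A_55_P2052006) had an offset ratio of 0.17 ± 0.20 (SD, n = 13) in OIR and 0.55 ± 0.42 (SD, n = 12) in control mice, a log2 fold change of −0.38 (standard error 0.12, adjusted p = 0.188), with 11 of 13 OIR mice below the control median. The deposited ratio gave −1.16 on the log2 scale (adjusted p = 0.0237), a fold change of −2.23. The other 2 *Nol4* probes were not differentially expressed with either ratio.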

### Quantitative real-time PCR

The validation procedure performed for genes randomly selected before experiments did not reveal significant differences between the results obtained with use of microarrays as compared with real-time PCR method (*t*-test *p-*values for each time point > 0.05). Detailed results for blood and retina tissue are shown in Fig. 4.

**Fig. 4:**
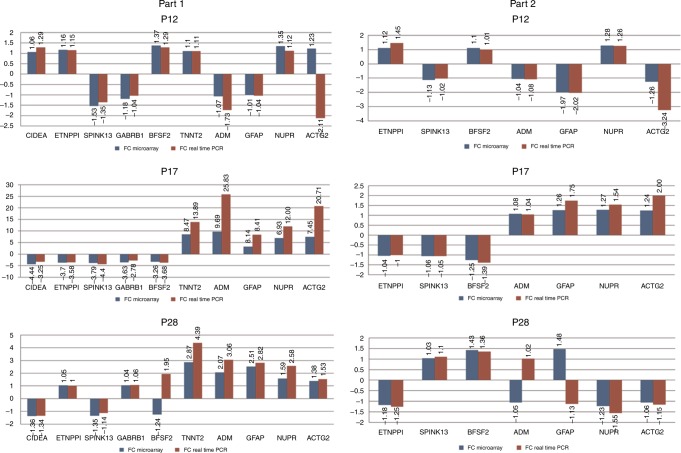
Validation of microarray study by real-time PCR technique in all analyzed time points. Part 1—gene expression in retina tissue, part 2—gene expression in blood

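On the retina arrays, the genes chosen for PCR (*Cidea*, *Etnppl*, *Spink13*, *Gabrb1*, *Bfsp2*, *Tnnt2*, *Adm*, *Gfap*, *Nupr1* and *Actg2*) had log2 fold changes of the offset ratio between −0.065 and 0.23 on P12, between −0.33 and 1.83 on P17 and between −0.25 and 0.50 on P28. None was differentially expressed on P12 or P28, and 5 of the 10 were on P17, 4 higher and 1 lower in OIR mice. When the slide was a block, *Tnnt2* was also differentially expressed on P28 (log2 fold change 0.56, adjusted p = 0.00214). The largest rise on P17 was that of *Nupr1*, from −2.93 ± 0.52 (SD, n = 12) to −1.10 ± 0.51 (SD, n = 13), with an adjusted p of 2.47e-06 in limma. *Bfsp2* fell from 0.41 ± 0.22 (SD, n = 12) to 0.10 ± 0.12 (SD, n = 13), a log2 fold change of −0.31 (standard error 0.067, adjusted p = 0.0159). *Actg2* was well above background in 11 of 13 OIR mice and in no control mouse, and was at least 1.43-fold higher in OIR mice against the lowest signal well above background (adjusted p = 0.300). In the deposited ratio, all 10 genes were differentially expressed on P17, 5 higher and 5 lower, and 2 were higher on P28. The PCR values themselves were not analyzed here.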

## Discussion

The goal of the study was to identify short- and long-term molecular alterations in the blood and retina after exposure to high levels of inhaled oxygen using a well-characterized murine model of oxygen-induced retinopathy. The nature of the study was mainly exploratory.

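On P12, *Ccm2l*, *Abcc9*, *Adcy4*, *Arap3*, *Mmrn2*, *Robo4*, *Cd34*, *Adgre5*, *Ptprb* and *Ets1* were all lower in OIR mice with the offset ratio. Besides *Cd34*, only *Abcc9* (probe A_66_P101519) was differentially expressed. Its offset ratio was 0.21 ± 0.13 (SD, n = 13) in OIR and 0.58 ± 0.11 (SD, n = 12) in control mice, a log2 fold change of −0.37 (standard error 0.048, adjusted p = 0.000558), and all 13 OIR mice lay below the control median. The largest fall among the others was that of *Ptprb*, with a log2 fold change of −0.70 (standard error 0.13, adjusted p = 0.0803) and 12 of 13 OIR mice below the control median. *Robo4* followed with −0.50 (adjusted p = 0.165). Both were differentially expressed with the slide as a block, with −0.59 and −0.42 (adjusted p = 0.0155 and 0.00773). The log2 fold changes of *Mmrn2*, *Adgre5*, *Ccm2l*, *Arap3*, *Ets1* and *Adcy4* lay between −0.45 and −0.12, all with an adjusted p of 1.00. *Ccm2l*, *Adcy4* and *Arap3* were each well above background in 3 of 13 OIR and 9 of 12 control mice, and *Ets1* in 5 OIR and all 12 control mice. All 10 genes were differentially expressed with the deposited ratio, with fold changes from −4.16 for *Ccm2l* to −2.67 for *Ets1*. These are values of the brightest probes. Dimmer probes of *Ccm2l*, *Cd34*, *Arap3* and *Ets1* were not differentially expressed with this ratio, whereas the dimmer *Ptprb* probe was (adjusted p = 0.00944).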

On P12, the genes with the most decreased expression were those associated with angiogenesis (*Ccm2l*, *Mmrn2*, *Ets1*, *Ptprb*, *CD34*, *Robo4*), cell shape rearrangement (*Arap3*), ion channel formation (*Abcc9*), as well as receptors involved in cell-to-cell interactions (*Adgre5*). Interestingly, some of the genes regulating angiogenesis were first underexpressed on P12, then they were overexpressed on P17 to finally normalize their expression on P28. 

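Of the 13 probes that were lower on P12 with the offset ratio, 8 were differentially expressed and higher on P17, where 0.104 would be expected if the calls of both days were independent, and 7 of these 8 were not differentially expressed on P28. When the slide was a block, 9 probes were reversed in this way, and 4 of them were not differentially expressed on P28 while 5 were still higher there. One fit over all groups gave 5 and 4 of 9, and the deposited ratio 19 and 4 of 23. The retina channel without the reference moved the number of reversed probes most, to 28. Of the 10 underexpressed genes of Table 4 on P12, 9 had a positive log2 fold change on P17 and 4 were overexpressed there, and none was differentially expressed on P28. The exception in sign was *Ptprb*, at −0.012 on P17 (standard error 0.21). The OIR effect itself differed between P12 and P17 for 8 of the 10 genes. Besides *Cd34*, the genes overexpressed on P17 were *Adgre5* (log2 fold change 0.59, adjusted p = 0.00161), *Ets1* (0.51, adjusted p = 0.000266) and *Arap3* (0.32, adjusted p = 0.0274), each with all 13 OIR mice above the control median. A dimmer probe of *Ets1* (0.18) and one of *Arap3* (−0.027) were not differentially expressed on P17 with either ratio. Of the same 10 genes, with the slide as a block, 5 were overexpressed on P17 and 2 on P28, *Ptprb* (0.58, adjusted p = 0.0176) and *Robo4* (0.27, adjusted p = 0.0305). The deposited ratio showed 5 of the 10 genes as overexpressed on P17, all 10 with a higher OIR effect on P17 than on P12, and none as differentially expressed on P28. On P28 it gave negative log2 fold changes for *Robo4* (−0.38) and the brightest *Ptprb* probe (−0.19), and 0.91 for the other *Ptprb* probe.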

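*Cd34* was measured by probe A_51_P204740, which was well above background on all 77 arrays. On P12, its offset ratio was −2.64 ± 0.34 (SD, n = 13) in OIR and −1.83 ± 0.19 (SD, n = 12) in control mice, a log2 fold change of −0.81 (standard error 0.11, adjusted p = 0.00111), and every OIR mouse lay below the control median. On P17, the ratio was −0.73 ± 0.30 (SD, n = 13) in OIR and −2.06 ± 0.28 (SD, n = 12) in control mice, a log2 fold change of 1.33 (standard error 0.11, adjusted p = 4.47e-08), and every OIR mouse lay above the control median. On P28, the ratio was −2.82 ± 0.42 (SD, n = 13) against −3.08 ± 0.29 (SD, n = 14). The log2 fold change of 0.26 was not significant (standard error 0.14, adjusted p = 0.681), with 8 of 13 OIR mice above the control median. The OIR effect rose by 2.14 between P12 and P17 (adjusted p = 2.68e-15) and fell by 1.07 between P17 and P28 (adjusted p = 6.01e-05). The deposited ratio gave log2 fold changes of −1.49, 1.77 and 0.46, with the same calls. A dimmer *Cd34* probe was not differentially expressed on any day.

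**Figure D2:**
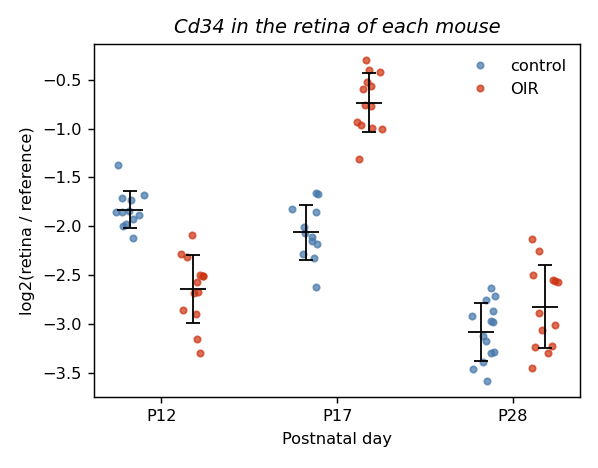
Log2 ratio of *Cd34* in retina over reference for each OIR and control mouse on P12, P17 and P28, with bars for the mean and the SD of each group. All OIR mice lie above all control mice on P17. On P12 all OIR mice lie below the control median, with 1 of them above the lowest control mouse, and on P28 both groups overlap.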

An example of such gene response, the expression of which reversed between P12 and P17, was *Cd34* gene. *Cd34* encodes a sialomucin CD34, ubiquitously expressed in the luminal membrane of the endothelial cells, which promotes angiogenesis.^12^ CD34 transcript and protein levels are increased during human angiogenesis.^13^ According to Siemerink et al.^13^ its expression promotes pathological neovascularization in a murine OIR model by enhancing epi-retinal tuft formation.

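On P17, *Spc25* (probe A_55_P1965154) had an offset ratio of −0.041 ± 0.39 (SD, n = 13) in OIR and 1.60 ± 0.33 (SD, n = 12) in control mice. Its log2 fold change of −1.64 (standard error 0.14, adjusted p = 5.52e-08) was the largest fall of that day among probes with a symbol, with every OIR mouse below the control median and every array well above background. *Cidea*, *Etnppl*, *Kcne1l*, *Kcnd2*, *Gabrb1*, *Scn11a*, *Tacr3* and *Spink13* were also lower in OIR mice but not differentially expressed with the offset ratio. Their log2 fold changes lay between −0.58 for *Kcnd2* (standard error 0.19, adjusted p = 0.211) and −0.16 for *Gabrb1* (standard error 0.051, adjusted p = 0.168), and the lowest adjusted p was 0.0811, for *Scn11a*. In OIR mice these probes were often near background, and *Cidea*, *Etnppl*, *Gabrb1*, *Scn11a* and *Spink13* were each well above it in 2 of 13 OIR mice, against 7 to 10 of 12 control mice. *Gpr101* was well above background in no OIR mouse and in 4 control mice, and was at least 1.09-fold lower in OIR mice (adjusted p = 0.155). All 10 genes were differentially expressed on P17 with the deposited ratio, with adjusted p-values between 7.02e-09 for *Spc25* and 0.0476 for *Tacr3*.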

On P17, the most profound decrease in expression was observed in the genes associated with: apoptosis (*Cidea*), metabolism (*Etnppl*), cell division (*Spc25*), ion channels (*Kcne1l, Kcnd2, Gabrb1, Scn11a*), and receptor components (*Garb1, Tacr3, Gpr101*), as well as serine protease inhibitors (*Spink13*).

On the same day, P17, the top overexpressed genes were *Esm1* and *Edn2* genes. 

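*Esm1* (probe A_52_P257625) had an offset ratio of 0.22 ± 0.43 (SD, n = 13) in OIR and −1.34 ± 0.58 (SD, n = 12) in control mice on P17, a log2 fold change of 1.56 (standard error 0.20, adjusted p = 2.41e-05), and all 13 OIR mice lay above the control median. The probe was well above background in all OIR mice but in only 1 of 12 control mice, so that the size of the rise depends on how signals near background are treated. The deposited log2 fold change was 5.62 (standard error 0.30, adjusted p = 1.31e-11), a fold change of 49.0. The OIR effect of *Esm1* fell by 1.75 on the log2 scale between P17 and P28 (adjusted p = 8.69e-05), and on P28 the offset ratio was −2.00 ± 0.71 (SD, n = 13) in OIR and −1.81 ± 0.50 (SD, n = 14) in control mice, a log2 fold change of −0.19 (standard error 0.23, adjusted p = 0.797).

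**Figure D3:**
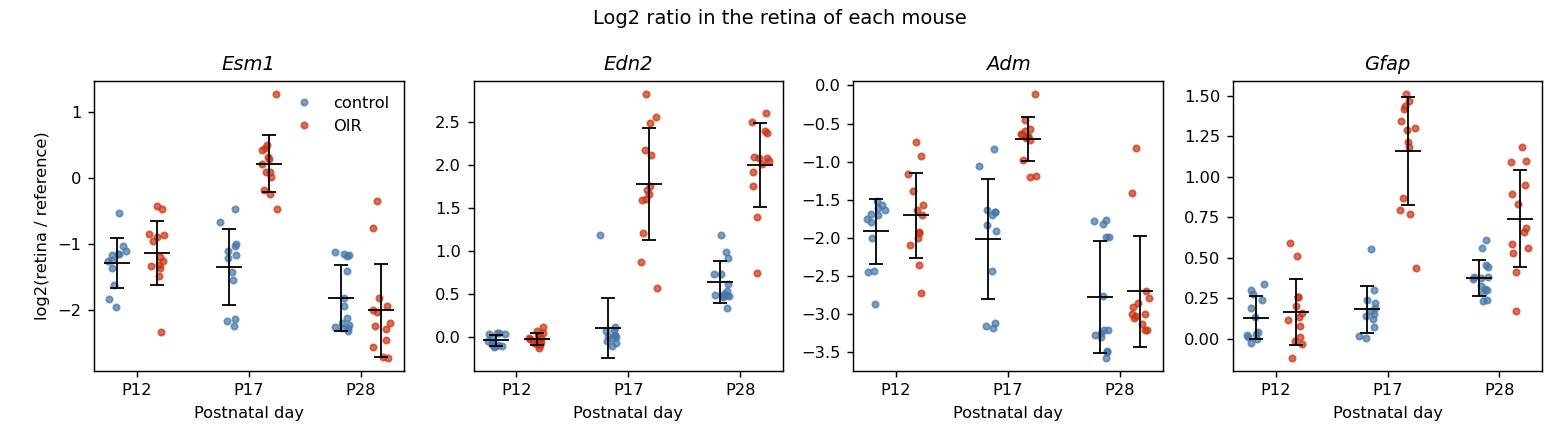
Log2 ratio of *Esm1*, *Edn2*, *Adm* and *Gfap* in retina over reference for each OIR and control mouse on P12, P17 and P28, with bars for the mean and the SD of each group. On P17, all 13 OIR mice lie above the median of the 12 control mice for each of these genes.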

*Esm1* encodes endothelial cell-specific molecule 1 (Esm1). Animal model showed that Esm1, in cooperation with vascular endothelial growth factor (VEGF), plays an important role in both physiologic and pathological angiogenesis and vascular permeability. It is also involved in some inflammatory processes by regulation of leukocytes extravasation.^14^

*Edn2* gene, which showed 18.6-fold increased expression on P17, encodes endothelin (ET) 2, a potent vasoconstrictor that contributes to regulation of the retinal blood flow, and may exert mitogenic, pro-oxidative, and proinflammatory effects.^15^ 

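On the P17 arrays, the offset ratio of *Edn2* (probe A_51_P482121) was 1.78 ± 0.66 (SD, n = 13) in OIR and 0.11 ± 0.35 (SD, n = 12) in control mice. The log2 fold change was 1.67 (standard error 0.21, adjusted p = 1.62e-05), and no OIR mouse lay below the control median. The deposited ratio gave 4.22 (standard error 0.56, adjusted p = 1.87e-05), which is a fold change of 18.6. *Edn2* was well above background in all OIR mice and in 3 of 12 control mice. The reference channel of the *Edn2* spot, which should not depend on the mouse, was also higher in OIR mice. The difference was 1.099 on the log2 scale after a shift of each array to its 75th percentile. It did not pass the adjustment on P17, where *Ndufa4l2* was the only probe that did in this channel. A rise in the reference lowers the ratio.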

Our results of *Edn2* overexpression confirmed previously published findings of increased abundance of *Edn2* transcripts in various retinal injuries.^16^ A pharmacological blockade of the ET system prevented pathological neovascularization in a murine model of OIR.^17^ Other genes that showed increased expression in our study were also evaluated elsewhere. Inhibition of adrenomedullin, a peptide involved in vasodilation, angiogenesis and vascular leakage, encoded by *Adm* gene, highly overexpressed in our study, was identified as a potential target of new therapies in diabetic retinopathy.^18^ On the other hand, an increased expression of *Gfap* gene might indicate reactive gliosis as a reaction to retinal impairment.^19^

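*Adm* (probe A_51_P265571) rose on P17 from an offset ratio of −2.01 ± 0.79 (SD, n = 12) in control mice to −0.70 ± 0.29 (SD, n = 13) in OIR mice, with a log2 fold change of 1.31 (standard error 0.23, adjusted p = 0.00157) and all 13 OIR mice above the control median. It was well above background in all OIR and 6 of 12 control mice. The deposited log2 fold change was 3.28 (adjusted p = 7.35e-11). On P28, the offset ratio gave 0.08 (standard error 0.27, adjusted p = 0.935), whereas the deposited ratio gave 1.05 (adjusted p = 0.00356).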

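The brightest of 3 *Gfap* probes (A_55_P2157250) had an offset ratio of 1.16 ± 0.33 (SD, n = 13) in OIR and 0.18 ± 0.15 (SD, n = 12) in control mice on P17, a log2 fold change of 0.97 (standard error 0.10, adjusted p = 1.18e-06) with all 13 OIR mice above the control median. Its log2 fold change in the deposited ratio was 3.01 (adjusted p = 6.95e-06). The other 2 probes were also higher in OIR mice on that day but not differentially expressed with either ratio. On P28, the brightest probe was higher in 12 of 13 OIR mice than the control median with the offset ratio, but its log2 fold change of 0.37 did not pass the adjustment (standard error 0.083, adjusted p = 0.118), and the deposited ratio gave 0.15 (adjusted p = 0.896). The OIR effect was lower on P28 than on P17, with a difference of −0.61 (adjusted p = 0.00359).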

In previous studies, murine retinal neovascularization as visualized in the tissue samples spontaneously regressed between P17 and P25.^3^ However, our results indicated that despite almost complete disappearance of the visible neovascular changes, the alterations in gene expression in the retinal cells remained. 

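Of the 34 probes differentially expressed on P28 with the offset ratio, 24 were also differentially expressed on P17 in the same direction, 23 of them higher and 1 lower in OIR mice, where 0.259 would be expected if the calls of both days were independent. No probe was differentially expressed in opposite directions on P17 and P28. Across the 631 probes found on P17, the median absolute log2 fold change was 0.43 on P17, the day on which they were selected, and 0.09 on P28. The number of shared probes moved most with the retina channel without the reference, to 89. The deposited ratio gave 79 probes on P28 that were shared with P17 in direction and call, and 1 probe was called in opposite directions.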

In our study, we also examined gene expression in the retinas from mice on P28, which in mouse terms was considered a "young" adult or in human terms, at least an adolescent. We observed sustained overexpression of the several important genes (*Apln, Pcolce, Cebpd, Bcl3, Tnnt2, C4b*) from P17 to P28. 

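On P17, *Pcolce*, *Cebpd*, *C4b*, *Apln* and *Tnnt2* were overexpressed in OIR mice with log2 fold changes of the offset ratio of 2.76, 2.65, 1.79, 1.42 and 0.81 and adjusted p-values between 3.51e-09 and 0.000320. For each of these genes all 13 OIR mice lay above the control median. On P28, *C4b* (probe A_55_P2078633) had a ratio of 1.48 ± 0.45 (SD, n = 13) in OIR and −0.10 ± 0.19 (SD, n = 14) in control mice, a log2 fold change of 1.58 (standard error 0.13, adjusted p = 8.17e-08). *Pcolce* had a log2 fold change of 1.46 (standard error 0.21, adjusted p = 0.00151) and *Cebpd* of 1.25 (standard error 0.18, adjusted p = 0.00176), with 13 and 12 of 13 OIR mice above the control median. *Bcl3*, *Apln* and *Tnnt2* were also higher on P28, with log2 fold changes of 0.81, 0.43 and 0.43, but did not pass the adjustment (adjusted p = 0.0715, 0.125 and 0.131). With the slide as a block they did, with log2 fold changes of 1.01, 0.50 and 0.56 (adjusted p = 0.00259, 0.00194 and 0.00214), as did *C4b*, *Pcolce* and *Cebpd*. All 6 genes were differentially expressed on P28 with the deposited ratio, with log2 fold changes between 1.47 and 2.21. Their OIR effect was smaller on P28 than on P17 for *Apln* (difference −0.99, adjusted p = 0.000213), *Pcolce* (−1.30, adjusted p = 0.0156) and *Cebpd* (−1.41, adjusted p = 0.0125), and the difference was not significant for *Tnnt2*, *Bcl3* and *C4b*.

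**Figure D4:**
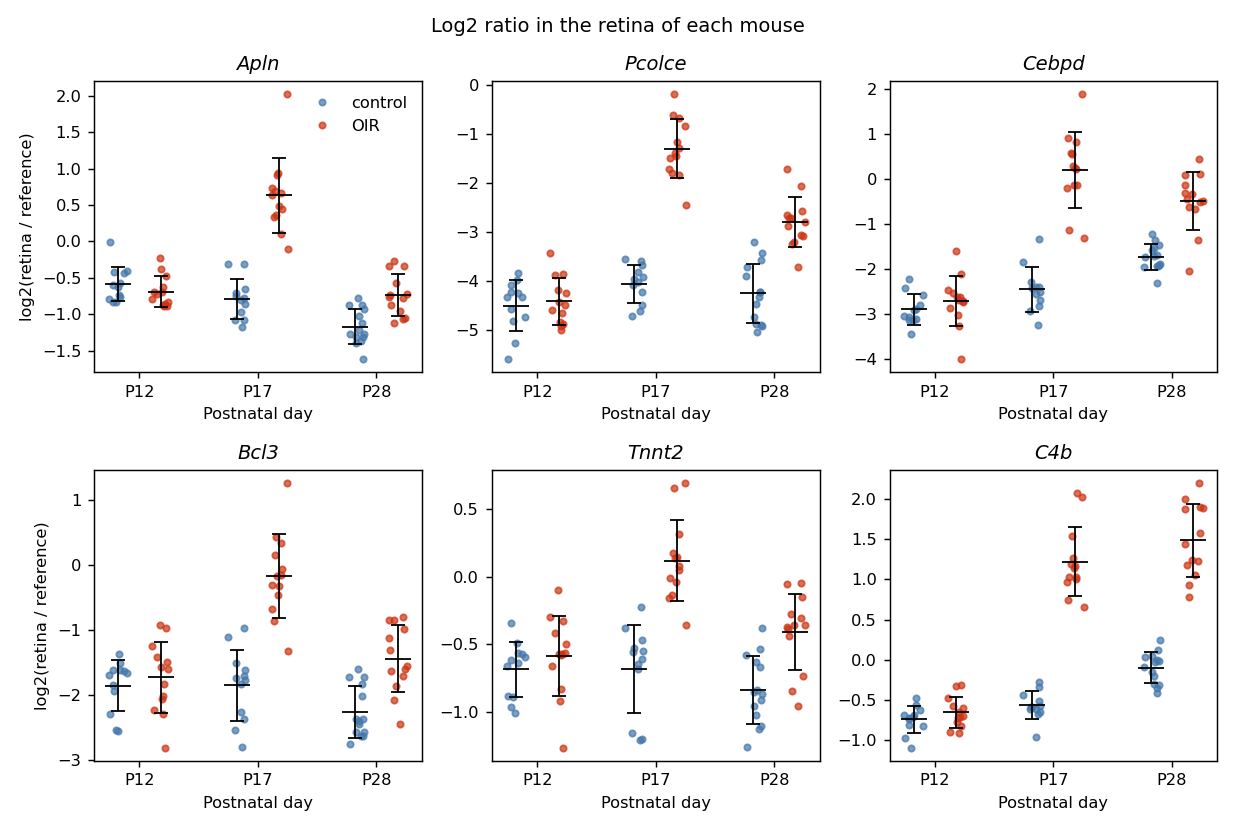
Log2 ratio of *Apln*, *Pcolce*, *Cebpd*, *Bcl3*, *Tnnt2* and *C4b* in retina over reference for each OIR and control mouse on P12, P17 and P28, with bars for the mean and the SD of each group. On P28, at least 12 of 13 OIR mice lie above the median of the 14 control mice for each gene.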

*Apln* gene encodes a peptide apelin that stimulated angiogenesis and induces retinal neovascularization in the VEGF-independent manner.^20^ It was hypothesized, that apelin, after binding to its APJ receptor, promotes nitric oxide production through PI3K⁄Akt signaling and nitric oxide synthase activation.^21^ Apelin production increases in response to hypoxia and transcription enhancement by hypoxia-inducible factor-1.^22^ Of note, apelin was also found in vitreous humor of the patients with diabetic retinopathy.^23^ Interestingly, apelin knockout mice treated with VEGF showed impaired angiogenesis,^24^ therefore we believe that development of apelin/APJ inhibitors might represent a new therapeutic strategy to prevent pathological neovascularization in ROP. *Tnnt2* encodes a troponin T type 2, which might control excessive angiogenesis in hypoxic conditions.^25^ *Pcolce* gene encodes procollagen C-endopeptidase enhancer protein that is required for endothelial cell lumen formation.^26^ *Cebpd* gene encodes a transcription factor CCAAT/enhancer-binding protein D, associated with immune response^27^, as well as angiogenesis.^28^ *C4b* encodes complement C4-B involved in a variety of immune processes. B-cell leukemia/lymphoma 3 (*Bcl3*) gene serves as death promoter.^29^ We hypothesized that its increased expression on P17 corresponded to massive apoptosis of damaged retinal cells. Additionally, on P28, observed induction of genes involved in apoptosis might result in apoptosis of the endothelial cells, causing the already formed neo-vessels to regress. This observation was in accordance with the previously reported studies highlighting the role of apoptosis of the endothelial cells in pathological vascularization regression.^30^ 

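On P17, *Bcl3* (probe A_55_P2066116) had an offset ratio of −0.17 ± 0.64 (SD, n = 13) in OIR and −1.85 ± 0.55 (SD, n = 12) in control mice, a log2 fold change of 1.68 (standard error 0.23, adjusted p = 9.76e-05), with every OIR mouse above the control median. It was well above background in all OIR mice and in 4 of 12 control mice. The deposited ratio gave a log2 fold change of 4.06 (adjusted p = 1.45e-08). On P12, *Bcl3* was well above background in 2 OIR and 2 control mice only.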

Other genes highly overexpressed on P28 were these engaged in the inflammatory processes: *Glycam1* encodes a proteoglycan ligand for L-selectin, which in turn exerts an anti-inflammatory effect by prevention of monocyte extravasation,^31^ *Lyz1* encodes lysozyme, a potent antimicrobial protein. 

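On the P28 arrays, the offset ratio of *Glycam1* (probe A_52_P602847) was 0.14 ± 0.085 (SD, n = 13) in OIR and 0.035 ± 0.091 (SD, n = 14) in control mice, with a log2 fold change of 0.11 (standard error 0.034, adjusted p = 0.472) and 11 of 13 OIR mice above the control median. It was well above background in 11 OIR mice and 1 control mouse. *Lyz1* (probe A_55_P2181738) had a log2 fold change of 0.27 (standard error 0.16, adjusted p = 0.693), also with 11 of 13 OIR mice above the control median, and was well above background in 12 OIR and 9 control mice. Neither gene was thus differentially expressed with the offset ratio. Both were with the deposited ratio, with a log2 fold change of 1.39 (adjusted p = 0.0186) for *Glycam1* and 1.40 (adjusted p = 0.00991) for *Lyz1*.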

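*Lad1* (probe A_51_P116932) was higher than the control median in all 13 OIR mice on P28. Its offset ratio was 0.20 ± 0.11 (SD, n = 13) in OIR and 0.034 ± 0.067 (SD, n = 14) in control mice, and the log2 fold change of 0.17 (standard error 0.035) had an adjusted p of 0.0612 in limma. The gene was well above background in 11 OIR and 4 control mice. It was differentially expressed with the slide as a block, with a log2 fold change of 0.19 (adjusted p = 0.0475), and with the deposited ratio, with 1.97 (adjusted p = 0.00216).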

The basement membrane anchoring filament protein Lad1, encoded by *Lad1* gene, contributes to the epithelial stability.^32^ Lad1 gene expression is regulated by both lipopolysaccharide stimulation and glucocorticoid receptor activation.^33^ Overexpression of the genes associated with various aspects of immune response might indicate a local inflammatory process, which continue in the damaged retina over time. Moreover, we observed an increased expression of *Fgf2os* gene, encoding fibroblast growth factor 2 opposite strand, which was hypothesized to aid in preservation of the neuroretinal function during ischemic retinopathy.^34^

Microarray analysis of the blood mononuclear cells revealed alterations in gene expression pattern only on P17. Our results indicated that examination of the PBMC’s genome could not provide a good early biomarker of OIR, which further confirmed our findings in the previous human study on ROP.^11^ Lack of the altered gene expression on P28 indicated transient nature of the gene expression changes in the blood MNCs caused by hyperoxia. Moreover, alterations in gene expression present at retina tissue may appear in PBMCs with a shift of time, therefore they are not visible at the studied time points. It is also possible, that the applied experimental procedure that caused only subtle changes in gene expression at P12 and P28 in the target tissue (retina) was not potent enough to trigger changes visible in the blood cells. It should also be taken into consideration that when performing a statistical analysis with an amendment to multiple comparisons (in the presented experiments Bonferroni correction was applied), small differences in gene expression are overlooked. Finally, it is worth to mention that many of the observed gene expression changes may be tissue-specific. Consequently we may assume, that not all changes in expression present in the retina are reflected in PBMCs.

The genes with the most decreased expression in the PBMC included the ones encoding proteins involved in various cellular mechanisms (*Serpina11, Tbc1d17,Cers4*), immune response (*Ccl20*), as well as genes encoding long non-coding RNA (*Gm29260, Gm4013*).

There were two genes that showed significantly reduced expression with FC < −2.0 both in the retinal and blood cells, on P17. These were *Deptor* and *Nol1* genes. *Deptor* gene encodes DEP Domain-Containing mTOR-Interacting Protein, which is a negative regulator of mammalian target of rapamycin (mTOR) signaling pathways. The mTOR-signaling pathways were previously shown to be profoundly interrelated with several mechanisms crucial for retinopathy progression, including oxidative stress, inflammation, hypoxia, angiogenesis, and proliferation/fibrosis,^35,36^ Therefore, decreased *Deptor* gene expression in both blood mononuclear cells and retina might not only mark encountered oxidative stress, but also indicate effects of mTOR-signaling pathway overactivation, including neovascularization.

Nucleolar protein 4 (*Nol4*) gene might be involved in a process of determining cell specificity.^37^ As a tumor suppressor gene showed tissue-specific distribution,^37^ it was considered as a potential biomarker of head and neck cancer, as it was highly hypermethylated in the patients suffering from these malignancies,^38,39^ Its role in the OIR would need to be elucidated.

The genes overexpressed on P17 in the blood were different from these upregulated in the retinas at the same time point, and mostly they were involved in transcription and its regulation and double-strand DNA break repair (*Aff3, Baz1b,Dlx5, Hmg20b, Lipin2, Nelfe, Trp53, Zfp426*). There was no surprise to find overexpression of *Trp53* gene since that was an indicator of DNA damage caused by hyperoxia.^40^

### Limitations

Although our experiment included a sufficient number of animals and the gene expression analysis was validated and confirmed, we are aware of some study limitations. The model of continuous hyperoxia exposure for 5 days is more similar to the former cases of ROP associated with treatment of neonates with very high oxygen levels. Future studies with a model more closely mimicking the clinical situation in preterm infants, such as a rat model of oxygen-induced retinopathy, are required to confirm the obtained results. Moreover, we measured only the ambient oxygen concentration within the chambers. We did not check SpO2 or pO2 in the mice subjected to hyperoxia during the hyperoxic period (in order to more precisely monitor hyperoxic exposure). Additionally, we observed transient extrauterine growth retardation in our OIR mice, which might have affected their phenotype. However, we did not observe mice weighing <6 g on P17, that according to Connor et al.^3^ might have profoundly altered the vascular phenotype. Validation of gene expression changes was performed only for selected genes. We understand that we presented gene expression results for the entire retina, which consisted of a several types of cells. Our study provided a starting point for further genetic analysis of ROP, in which we should investigate regulatory mechanisms of gene expression such as DNA methylation and/or protein synthesis. In addition our analysis was based predominantly on the molecular studies, we believe that future experiments should include functional data, both in vitro and/or in vivo provided in the specific cell types or in whole retina.

## Conclusions

Our mRNA expression analysis showed that particular OIR stages in mice were associated with specific changes in the pattern of gene expression in the retinas and allowed for selection of the candidate genes that may be the subject of further, more targeted studies (i.e., proteomics). Moreover, it also revealed, that transcriptome blood analysis might not be an early biomarker of OIR development, although the altered expression of *Deptor* and *Nol4* gene would require further investigation as they might become blood indicators of retinal neovascularization. Our work provided new evidence of the critical role of excessive tissue oxygenation that resulted in gene expression changes during the course of each stage of retinopathy of prematurity. The altered gene expression in retinas might present a long-lasting effect of a prior hyperoxia, the subsequent consequences of which would have to be determined in the future studies.

How the deposited data were processed for this re-analysis (not part of the article)

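The retina arrays of 77 mice were analyzed, 39 from OIR and 38 from control mice, collected on P12, P17 and P28. On each 2-color array the RNA from the pooled retinas of 1 mouse was hybridized with universal mouse reference RNA. Not every mouse of Fig. 1 has a retina array among the data, and no mouse was measured more than once, so the mice were treated as independent and unpaired. By the labels, an entire litter was given either hyperoxia or normoxia, but the litter of a mouse is not stated, so that an effect of the litter on the groups could not be taken out. The blood arrays of the paper belong to another data set and were not used.

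The authors provided a scanner file for each array and a table of processed values. According to the headers of the scanner files, the authors scanned the arrays and extracted the median signal and the median local background of each spot as intensity values without normalization, and the processed signals as intensity values after background subtraction and dye normalization by the Feature Extraction software. Per the file headers, the log ratio as deposited in these files is the log10 ratio of the processed Cy5 to the processed Cy3 signal, computed by the same software. The table deposited by the authors holds log2 ratios of Cy3 to Cy5 of the processed signals, with 1 value per probe and no further centering that could be found. The paper states that GeneSpring GX was used for normalization and does not give the settings. As the rod genes showed that Cy3 holds the retina, all log ratios were turned to retina over reference, and the direction stated in the sample labels was not followed.

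For the offset ratio, the median signals of both channels were corrected with the normexp method of limma (version 3.58.1, in R 4.3.3 with data.table 1.17.8) and an offset of 50, and the log2 ratios were normalized by loess within each array. The median signals were taken since the scanner files hold no mean signals. Spots marked as outliers in either channel, between 0.290 and 0.582% of the non-control spots of an array, were left out, and the remaining spots of a probe were averaged. All 55681 probes that are not controls were tested, 482 of them with fewer values on some arrays. Of these probes, 28026 carried a symbol, which stood for 21154 genes. No filter on brightness was applied. Between 13764 and 34305 probes per array were well above background in the retina channel, and the median residual SD of a probe between mice of one group was 0.076 on P12, 0.079 on P17 and 0.089 on P28 on the log2 scale. Both channels were present on every array in the same dye assignment, so a bias of the dyes is shared by OIR and control mice, except where it depends on the brightness of a spot.

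OIR and control mice of each day were compared with the moderated *t*-statistic of limma and the Benjamini-Hochberg adjustment over all probes. Changes of the OIR effect between days were tested as contrasts in one model with a mean for each of the 6 groups. No array was excluded, since each group held more than 10 mice and no outlier test was applied. The genes named in the text are all genes that the paper names for the retina and, for each day, the 5 largest rises and the 5 largest falls among differentially expressed probes with a symbol. For the gene *Fgf2os* no probe could be matched. Where no mouse of a group was well above background, the fold change was given as a bound against the lowest signal well above background. The same comparison was run on the reference channel alone, with quantile normalization between arrays, since the reference should not differ between groups.

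In addition, 19 lists of marker genes were tested on each day with camera (inter-gene correlation 0.01) and, as an alternative, with fry, both adjusted over the 57 combinations of list and day. The lists stood for rod, cone, bipolar, amacrine, horizontal and ganglion cells, Mueller glia, astrocytes, reactive glia, microglia and macrophages, endothelial cells, endothelial tip cells, mural cells, red blood cells, pigment epithelium and lens, and for cell division, hypoxia response and interferon response. A gene was entered with its brightest probe. Medians of the lists were set beside those of 10000 random lists of like brightness, and the correlation between list genes within groups beside that of 1000 random lists. To see how often chance gives a result as large, OIR and control labels were redrawn within each day, with 100 splits that include the real one. The limma fits were tested on simulated log2 ratios, drawn independently for each probe and array. A log2 change of 1 was added to 200 probes of arrays of one group. Of these, 194 were recovered on P12, 195 on P17 and 199 on P28, with 6, 9 and 6 false calls. Background correction, the offset, loess normalization, slides and correlation between probes were not simulated, and no smaller change was tried. Recovery of dim or small changes was thus not tested.

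The comparisons, the marker lists, the named-gene rule and the following alternatives were fixed before the data were examined, and one choice was changed at a time. The alternatives were no background subtraction, an offset of 0, the log ratio of the scanner software, the deposited ratio, scale or Aquantile normalization between arrays, outlier spots kept, the slide as a block, one fit over all groups, Bonferroni adjustment, a trend and robust estimation in the moderated statistic, array weights, the difference of *Xist* and Y-linked genes as a covariate, and averaging the probes of a gene. For the reference channel, a shift to the 75th percentile was the alternative. A further 3 alternatives were added after seeing the data, namely the retina channel without the reference, shifted to the 75th percentile of each array, the removal of probes well above background on fewer than 50% of the arrays of each group compared, and the deposited ratio with the slide as a block. They took the place of the Cy5 channel alone and of a brightness filter on Cy5, which were left out since this channel holds the reference RNA.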

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

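The contrasts, the rule for named genes and the alternatives were planned, but the tests that use them to weigh an explanation were chosen only after the result was seen where they are on the normalization and the offset, on *Edn2*, on the pigment epithelium, or on slides and the reference channel for other results than the endothelial and mural lists on P12 and P17.

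The OIR effect differed between days, as tested by the difference itself. Between P12 and P17 it differed for 0.480% of the probes, with 243 higher and 24 lower on the later day. Between P17 and P28 it differed for 0.278% (19 higher and 136 lower), and between P12 and P28 for 0.0395% (21 and 1). When the labels were redrawn within each day, only 1 of 100 splits, the real one, gave as many probes in each of these comparisons, so chance can be excluded. With the slide as a block, the counts were 524, 215 and 56, and the deposited ratio gave more probes than the offset ratio in all of these comparisons, which argues against slides and against the offset as the only source of these differences. The age of the mice and the time since hyperoxia are part of the design and stay open, as untested explanations. Differences between litters, each of which had received hyperoxia or normoxia as a unit, stay open here and for all results below.

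Among the genes that the paper names, the OIR effect differed between days in 31 cases. From P12 to P17 it rose on the log2 scale for genes that were lower on P12 (*Cd34* 2.14, *Robo4* 1.04, *Adgre5* 0.97, *Mmrn2* 0.85, *Ets1* 0.66, *Abcc9* 0.62, *Arap3* 0.50 and *Adcy4* 0.33) and for genes that were higher on P17 (*Pcolce* 2.67, *Cebpd* 2.47, *C4b* 1.70, *Edn2* 1.65, *Nupr1* 1.61, *Bcl3* 1.56, *Apln* 1.53, *Esm1* 1.41, *Gfap* 0.94 and *Tnnt2* 0.70), and it changed by −1.36 for *Spc25*, with adjusted p-values between 2.68e-15 and 0.0432. From P17 to P28 the changes were *Esm1* −1.75, *Cebpd* −1.41, *Pcolce* −1.30, *Cd34* −1.07, *Apln* −0.99, *Gfap* −0.61, *Ets1* −0.56 and *Spc25* 1.40 (adjusted p between 5.47e-05 and 0.0324), and between P12 and P28 they were *C4b* 1.49, *Pcolce* 1.37, *Edn2* 1.34 and *Cd34* 1.07 (adjusted p between 3.06e-09 and 0.0320). With the slide as a block 31 of the 31 differences stayed past the threshold in the same direction, and with the deposited ratio 30 did. The exception was *Edn2* between P12 and P28, with a difference of −0.34 (adjusted p = 0.919). Both tests argue against slides and against the loess normalization and the offset as the source of the other differences. A response that follows the course of the retinopathy is a candidate explanation that stays open, since these genes were found and tested on the same data, and the share of each cell type in the retina was not measured.

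Some of the largest changes were in genes that the paper does not name or, for *Edn2*, on a day for which the paper does not name it. On P12 these were *Cd93* −1.03, *Egfl7* −0.86, *Apod* −0.80 and *Ramp2* −0.66, on P17 *Mt2* 2.24, *Ndufa4l2* 2.03, *Cd248* 1.97, *Cck* −1.09, *Tceal5* −0.92, *Enpp2* −0.90 and *Tspyl4* −0.83, and on P28 *Edn2* 1.36 and *Mt2* 0.98 as well as *Rgs3* −0.15, with adjusted p-values between 1.82e-12 for *Ndufa4l2* and 0.0428 for *Tceal5*. At least 11 of the 13 OIR mice lay on the side of the change against the control median for each of them. Of these 14 changes, 13 were differentially expressed in the same direction with the slide as a block (not *Rgs3*) and 10 with the deposited ratio (not *Ramp2*, *Tceal5*, *Rgs3* and *Edn2*). None of their probes changed in the reference channel in the direction that would give the change of the ratio, with 0 of 14. When first counted in any direction, the reference channel of 2 of them differed after the shift to the 75th percentile, that of *Ndufa4l2* on P17 (2.68, adjusted p = 1.51e-07) and that of *Edn2* on P28, and both rises lower the ratio. For the 10 genes and days that held with both alternatives, an effect of the retinopathy is a candidate explanation. *Ramp2*, *Tceal5* and *Rgs3* kept their sign with the deposited ratio (−0.55, −0.28 and −0.18) but did not pass there, so that it stays open whether the normalization gave their result.

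*Edn2* was higher in OIR mice on P28 with the offset ratio (log2 fold change 1.36, adjusted p = 8.46e-06, 13 of 13 OIR mice above the control median) but not with the deposited ratio (0.48, adjusted p = 0.776). It was differentially expressed in 14 of all 17 alternatives, that is in all but those with the deposited ratio, with or without the slide as a block, and the log ratio of the scanner software. The processed signal of the retina did not overlap between the groups, with a median of 2709.7 (1034.1 to 4955.5) in OIR and 376.5 (222.2 to 898.4) in control mice, and the retina channel without the reference gave a log2 fold change of 2.52 (adjusted p = 1.65e-08). This argues against a change in the reference RNA as the source of the rise in the retina channel. The reference signal, well above background in 11 of 13 OIR and 2 of 14 control mice, was higher too, with a median of 236.5 in OIR and 56.6 in control mice, and the reference channel rose by 2.07 on the log2 scale after the shift to the 75th percentile (adjusted p = 0.00272). Light of the Cy3 dye read in the Cy5 channel would need 7.71% of the Cy3 signal to appear in Cy5, but 280 of 3689 probes of like Cy3 signal (7.59%) had a lower ratio, which argues against it. That test replaced an earlier one, in which 30 of 41 probes dim in the reference moved the same way in both channels (73.2%, exact binomial p = 0.00432). Among probes bright in the reference, 62 of 96 moved the same way (64.6%, exact binomial p = 0.00557). Probes of one array are not independent of each other, so both binomial p-values describe counting error only. For the rise in the reference channel, which lowers the deposited ratio, a change in the reference RNA cannot be told apart from an effect of the spot on both channels, as each would give this value. Such an effect was not tested and stays open for the rise in the retina channel too, beside an effect of the retinopathy.

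A list of endothelial genes and a list of mural cell genes were lower on P12 (median log2 fold changes −0.12 and −0.046) and higher on P17 (0.059 and 0.31), with adjusted p-values in camera between 1.52e-09 and 0.000145 and in fry between 2.15e-06 and 0.00324. On P12, 2 of 13 endothelial and 4 of 11 mural genes were higher, and on P17 9 and 11 were. None of these 4 results appeared in the reference channel (0 of 4), all 4 were past the threshold with the slide as a block and with the deposited ratio, and at most 4.38% of random lists of like brightness had a median as far from theirs. Redrawn labels gave as small a p-value in 1 or 3 of 100 splits. These values argue against the reference channel, slides and a general shift. A loss of vessels after hyperoxia and their regrowth may explain the change, which is a hypothesis found on the same data, and it was not tested whether the number of cells or their expression changed.

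On P17 the lists for hypoxia response (0.21), endothelial tip cells (0.21), interferon response (0.19), microglia and macrophages (0.33) and reactive glia (0.86) were higher in OIR mice, with 13 of 15, 9 of 10, 7 of 8, 11 of 12 and 11 of 11 genes higher. Adjusted p-values lay between 1.84e-20 and 0.00641 in camera and between 4.64e-07 and 0.0407 in fry. None of the 5 appeared in the reference channel (0 of 5), and 5 of 5 were past the threshold with the slide as a block and with the deposited ratio, and redrawn labels gave as small a p-value in at most 3 of 100 splits. An effect of the retinopathy is consistent with this and stays a hypothesis, since the lists share genes with the paper's own tables, namely 2 of the reactive glia, 2 of the tip cell and 1 of the hypoxia genes.

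On P28 the lists for reactive glia (0.30), microglia and macrophages (0.18) and endothelial cells (0.047) were higher in OIR mice, with adjusted p-values in camera of 1.87e-11, 3.12e-06 and 0.0121, in fry of 1.70e-05, 0.00148 and 0.0458, and 11, 10 and 10 genes higher. All 3 were past the threshold with the slide as a block (3 of 3), and none was in the reference channel in camera (0 of 3), while fry gave 1. In the deposited ratio 2 of 3 were past the threshold in camera, without the endothelial list (adjusted p = 0.0523), and 3 in fry. The endothelial list had as small a p-value in 5 of 100 splits and the others in 1, so for the endothelial list chance cannot be excluded. The astrocyte list was higher on P28 too (0.22, camera 0.0385, fry 0.000689, 3 of 4 genes higher). It was past the threshold with the slide as a block (1 of 1) and was not lower in the reference channel (0), although it was higher there when counted in any direction. In the deposited ratio it had a median of 0.042 and did not pass (0 of 1, camera 0.293, fry 0.0793), so that it stays open whether the loess normalization and the offset gave this result.

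Genes of amacrine (−0.27) and ganglion cells (−0.36) were lower in OIR mice on P17, with 1 of 10 and 2 of 9 genes higher (camera 0.00132 and 0.00830, fry 0.0416 and 0.00809). The bipolar list was lower too, but passed in camera only. All 3 lists were past the threshold with the slide as a block (3 of 3), with adjusted p-values of at most 0.000682 in camera and 0.0260 in fry. None was higher in the reference channel (0 of 3), where the ganglion list was lower in camera (0.0494), a change that raises the ratio. These values argue against slides and against changes in the reference channel. None of the lists passed with the deposited ratio. The amacrine list stayed lower there (−0.21, 2 of 10 genes higher, camera 0.0849, fry 0.0894), and the ganglion list had a median of 0.036 and a mean of −0.31 (camera 0.264, fry 0.0894), so that for these (0 of 2) the loess normalization and the offset stay open. The bipolar list turned to 0.19, with 9 of 11 genes higher (0 of 1), and for it the loess normalization and the offset are a candidate explanation. Redrawn labels gave as small a p-value in 6 of 100 splits for the amacrine, 8 for the ganglion and 11 for the bipolar list, so chance cannot be excluded either. A loss of these cells was not tested.

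The pigment epithelium list was lower on P17 (−0.15, camera 0.00535, fry 0.0306, 1 of 9 genes higher). Its genes varied together between mice of one group, with a median correlation of 0.525 against a 95th percentile of 0.198 for random lists. Lists of cells that belong to the retina varied together as much, such as the rod (0.790) and amacrine (0.564) lists, so that pigment epithelium carried into some samples cannot be told apart from other sources of such variation. The brightest of its genes were *Dct*, *Ttr* and *Pmel*, at 2.61, 1.76 and 0.27 on the log2 scale against the 75th percentile of the array, and 7 of the 9 were well above background on at least 50% of the arrays. The list passed in camera with the slide as a block (1 of 1, adjusted p = 0.0309) but not in fry (0.156), which leaves slides open. It passed in both with the deposited ratio and was not higher in the reference channel (0 of 1). Redrawn labels gave as small a p-value in 3 of 100 splits. This count is for 1 list and is not adjusted over the 57 combinations of list and day, so chance cannot be excluded by it.

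The red blood cell list was lower on P12 (−0.10) and higher on P17 (0.41), with 1 and 7 of 8 genes higher, adjusted p-values in camera of 7.21e-08 and 0.000152 and in fry of 0.00368 and 0.00435. Its genes did not vary together between mice of one group, with a median correlation of 0.0392 against 0.184. This excludes nothing, as a list can differ between groups without such variation, like the mural list (−0.006), and differing amounts of blood in the samples cannot be told apart from a change in expression. Both results passed with the slide as a block and with the deposited ratio (2 of 2). Neither appeared in the reference channel in the direction that would give it (0 of 2), although the list was higher there on P17 in camera (8.52e-05), which lowers the ratio. Both tests argue against slides and changes in the reference channel. The brightest genes were *Hba-a2*, *Hba-a1* and *Hbb-bt*, at 5.54, 3.06 and 1.67 against the 75th percentile, and 5 of the 8 were well above background on at least 50% of the arrays. For P17 redrawn labels gave as small a p-value in 5 of 100 splits, so chance cannot be excluded there, and for P12 in 1. The state of the vessels on each day stays open as an untested explanation.

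For the number of lists past the threshold, chance can be excluded on P12 and P17, where 1 of 100 splits reached as many, but not on P28, where 10 of 100 did. Of the genes of the lists above, 9 endothelial, 8 mural, 13 hypoxia, 4 tip cell, 4 interferon, 10 microglia and macrophage, 8 reactive glia, 3 astrocyte, 10 amacrine and 9 ganglion genes were well above background on at least 50% of the arrays. Only the amacrine list shared a gene with another list, the horizontal one.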

How the results depend on the processing

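The tests with the retina channel without the reference, the removal of dim probes and the deposited ratio with the slide as a block were chosen only after the result was seen.

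On P12 the share of higher probes among the differentially expressed ones was at most 4.76%, and on P17 and P28 it stayed above 50% in every alternative. The counts of differentially expressed probes depended on the processing more than their directions did. Where a value changed, the cause was not tested unless it is named.

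With the offset ratio, 0.0233, 1.13 and 0.0611% of the probes were differentially expressed on P12, P17 and P28. For the deposited ratio the shares were 0.0700, 2.64 and 0.203%, 63.2% of them higher on P17, and the OIR effect differed for 775, 325 and 98 probes between P12 and P17, P17 and P28, and P12 and P28. On both P17 and P28, 79 probes were found in the same direction, and 23 changed direction between P12 and P17. The log ratio of the scanner software gave 0.0754, 2.93 and 0.216% of the probes, 61.3% higher on P17, differing effects for 796, 345 and 98, 84 shared and 24 reversed probes, 5 lists past the threshold on P12 and 10 on P28, and a bipolar list on P12 that turned to 0.041. The retina channel without the reference gave 0.0682, 2.47 and 0.246%, 58.0% higher on P17, differing effects for 888, 397 and 95, and 89 shared and 28 reversed probes. With the deposited ratio and the slide as a block, these values were 0.0539, 2.22 and 0.136%, 67.0%, 1120, 321 and 136, 49 and 18. Setting the offset of the main analysis to 0 gave 0.0269, 1.65 and 0.0790% of the probes.

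Bonferroni adjustment, which is stricter by construction, left 0.0144, 0.232 and 0.0180% of the probes, 92.2% higher on P17 and 100% on P28, differing effects for 100, 52 and 13, 7 shared and 5 reversed probes. Array weights gave 0.0377, 2.79 and 0.212%, 54.2% higher on P17, differing effects for 889, 418 and 107 and 62 shared probes. Trend and robust estimation left 0.0144% on P12. With the slide as a block, 0.219% were found on P28, 65.7% of the probes found on P17 were higher, the OIR effect differed for 524 probes between P12 and P17 and for 56 between P12 and P28, and 45 probes were shared. Scale normalization gave 0.167% on P28, 63.4% higher on P17, differing effects for 408 and 35 probes in the same comparisons and 44 shared probes. Without background subtraction, there were 1.87% on P17 and 0.110% on P28, 64.6% and 98.4% of them higher, 40 differing effects between P12 and P28 and 40 shared probes. An offset of 0 gave differing effects for 565, 240 and 53 probes and 13 reversed probes. One fit over all groups gave 0.149% on P28 and 39 shared probes. The share of higher probes on P17 was 66.9% with the probes of a gene averaged and 63.5% with dim probes removed, which leaves fewer probes to test. In the reference channel, the shift to the 75th percentile gave 3 probes on P28. Fry in place of camera left 3 lists on P12. With the outlier spots kept or the sex covariate, these counts stayed within 1.5 times those of the offset ratio and the shares within their 95% intervals. Aquantile normalization leaves the log ratios as they are, so its equal values say nothing about stability.

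Of 64 named genes and days, 33 were differentially expressed with the offset ratio, 23 of them in every alternative, and 63 kept the sign of their log2 fold change throughout. The exception was *Grip1* on P28, which turned to 0.072 with the slide as a block, 0.0066 with array weights and 0.029 with the deposited ratio and the slide as a block, and passed the threshold in none (adjusted p between 0.450 and 1.00). In the same direction, 29 gained and 4 lost the threshold with the deposited ratio, 28 and 4 with the log ratio of the scanner software, 24 and 1 with the retina channel without the reference, 20 and 4 with the deposited ratio and the slide as a block, 11 and 0 with array weights, 10 and 2 with scale normalization, 9 and 1 without background subtraction, 7 and 5 with an offset of 0, 6 and 1 with the slide as a block, 4 and 1 with averaged probes, 3 and 4 with one fit over all groups, 1 and 1 with trend and robust estimation, 2 and 0 with dim probes removed, 0 and 2 with the sex covariate, and 0 and 8 with Bonferroni adjustment. The log2 fold change of *Cd34* ranged from −1.49 to −0.41 on P12 and from 0.69 to 1.88 on P17, and that of *Esm1* on P17 from 1.36 to 5.84.

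The Cy5 channel alone and a filter on the brightness of Cy5 were not run, since Cy5 holds the reference. No paired analysis was possible because the labels link no OIR mouse to a control mouse. Probes near background limit the fold changes. Among the probes found on P17 with the deposited ratio, the offset ratio gave a median of 0.21 of the deposited log2 fold change in the dimmest 25% and of 0.83 in the brightest 25%.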

Differences from the paper's values

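Among the alternatives below, tests with the retina channel without the reference, the removal of dim probes and the deposited ratio with the slide as a block were chosen only after the result was seen.

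Tables 4 and 5 head their fold changes as log2, but the paper's values match signed linear fold changes of the deposited ratio, and the values here are given on that linear scale, the paper's value first and that of the offset ratio second. For P12 they were *Ccm2l* (−4.15 and −1.17), *Abcc9* (−3.93 and −1.30), *Adcy4* (−3.10 and −1.09), *Arap3* (−2.90 and −1.13), *Mmrn2* (−2.85 and −1.37), *Robo4* (−2.82 and −1.41), *Cd34* (−2.81 and −1.76), *Adgre5* (−2.76 and −1.30), *Ptprb* (−2.69 and −1.62), *Ets1* (−2.66 and −1.11) and *Mri1* (1.29 and 1.18). For P17 the falls were *Cidea* (−4.44 and −1.20), *Kcne1l* (−4.17 and −1.43), *Kcnd2* (−3.82 and −1.49), *Spink13* (−3.78 and −1.26), *Etnppl* (−3.69 and −1.16), *Spc25* (−3.64 and −3.11), *Gabrb1* (−3.63 and −1.12), *Tacr3* (−3.33 and −1.21) and *Scn11a* (−3.31 and −1.14), and the rises were *Esm1* (49.02 and 2.95), *Edn2* (18.60 and 3.19), *Bcl3* (16.71 and 3.22), *Apln* (16.05 and 2.68), *C4b* (11.10 and 3.45), *Pcolce* (10.65 and 6.78), *Cebpd* (10.47 and 6.29), *Adm* (9.68 and 2.48), *Tnnt2* (8.46 and 1.75) and *Gfap* (8.06 and 1.96). For P28 they were *Bcl3* (4.62 and 1.76), *C4b* (4.17 and 2.99), *Lad1* (3.92 and 1.12), *Apln* (3.92 and 1.35), *Pcolce* (3.64 and 2.74), *Tnnt2* (2.86 and 1.35), *Cebpd* (2.77 and 2.37), *Lyz1* (2.64 and 1.21), *Glycam1* (2.61 and 1.08), *Fam219aos* (−2.62 and −1.07) and *Grip1* (−1.95 and −1.05). The paper gives about 6.9 for *Nupr1* and about −3.3 for *Bfsp2* in Fig. 4 for P17, read by eye, against 3.56 and −1.24 here.

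A fold change was taken as within the paper's where it had the same sign and its log2 value lay within 1 standard error of the paper's. Of the alternatives set before the data were examined, the deposited ratio and the log ratio of the scanner software gave a fold change within the paper's for each of these genes except *Grip1*, which no alternative brought within the paper's value, and whose other probe gave −1.96 with the deposited ratio. An offset of 0 did so for *Cd34* and *Mri1* on P12, *Cebpd*, *Spc25* and *Nupr1* on P17 and *C4b*, *Pcolce* and *Cebpd* on P28, the absence of background subtraction for *Spc25* on P17 and *Cebpd* on P28, and scale normalization for *Spc25* on P17. The other alternatives of that kind (Aquantile normalization, outlier spots kept, the slide as a block, one fit over all groups, Bonferroni adjustment, trend and robust estimation, array weights, the sex covariate and averaged probes) did so for none of these genes, and neither did the removal of dim probes, which was chosen after seeing the values. Among the alternatives chosen after seeing the values, the deposited ratio with the slide as a block came within the paper's value for all of them but *Ccm2l* on P12, *Gabrb1* on P17 and *Bcl3*, *Apln* and *Grip1* on P28. The retina channel without the reference, also chosen after seeing the values, did so except for *Ccm2l*, *Abcc9*, *Adcy4*, *Mmrn2* and *Ptprb* on P12, *Cidea*, *Spink13*, *Scn11a*, *Edn2*, *Pcolce* and *Bfsp2* on P17, and *Fam219aos* and *Grip1* on P28.

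For *Deptor* and *Nol4* on P17 the paper gives fold changes under −3, and the values here were −1.04 and −1.30. No alternative reached the paper's limit, and the furthest were −2.12 and −2.25 with the deposited ratio and the slide as a block, an alternative chosen after seeing the values. In its discussion the paper gives fold changes below −2.0 for both (with the second gene written as *Nol1*). Of the alternatives set before the data were examined, the deposited ratio and the log ratio of the scanner software reached this, each with −2.11 and −2.23 (adjusted p = 0.0152 and 0.0237 with the deposited ratio), and the others did not. The deposited ratio with the slide as a block reached it for both without passing the threshold, and the retina channel without the reference for *Nol4* (−2.09) but not for *Deptor* (−1.91), both chosen after seeing the values.

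For the number of differentially expressed probes the paper has 39 on P12, 1478 on P17 and 114 on P28, against 13, 631 and 34 probes here. The deposited ratio and the log ratio of the scanner software came within 1.5 times the paper's count on each day, array weights and the absence of background subtraction on P17, and array weights, scale normalization, the slide as a block and one fit over all groups on P28. The retina channel without the reference and the deposited ratio with the slide as a block, which were chosen after seeing the values, did so on each day, and the remaining alternatives on none. As to genes with a symbol, higher in OIR mice were by the paper's count 1 on P12, 855 on P17 and 107 on P28, and 37, 515 and 4 were lower, against 0, 354 and 29 higher and 13, 145 and 1 lower genes here. The deposited ratio and the log ratio of the scanner software came within 1.5 times each of these counts. Array weights did so for the higher genes on P12 and for both directions on P17 and P28, and the slide as a block for both directions on P28. The retina channel without the reference, chosen after seeing the values, did so for all but the higher genes on P12, and the deposited ratio with the slide as a block, also chosen after seeing the values, for the lower genes on P12 and the higher genes on P17.

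Of the 42 genes and days of Tables 4 and 5 with a fold change that could be compared, all of which the paper calls differentially expressed, 16 were so with the offset ratio. The numbers were 41 with the deposited ratio, 40 with the log ratio of the scanner software, 27 with array weights, 25 with scale normalization, 24 without background subtraction, 22 with the slide as a block, 20 with an offset of 0, 20 with averaged probes, 18 with one fit over all groups, 17 with trend and robust estimation, 16 with Aquantile normalization, the outlier spots kept or the sex covariate, and 15 with Bonferroni adjustment. Of the alternatives chosen after seeing the values, the retina channel without the reference gave 36, the deposited ratio with the slide as a block 34 and the removal of dim probes 18.

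The paper puts *Esm1* and *Edn2* first among the rises on P17, whereas with the offset ratio the log2 fold change of *Esm1* (1.56) and *Edn2* (1.67) lay below that of *Pcolce* (2.76) and *Cebpd* (2.65). With the deposited ratio it was 5.62 and 4.22 for the first pair and 3.41 and 3.39 for the second. *Cidea* heads the paper's falls on P17, but *Spc25* fell further with the offset ratio (−1.64 against −0.27), while the deposited ratio gave −1.87 and −2.15. Among the falls on P12 the paper names *Ccm2l* first, and with the offset ratio *Cd93* (−1.03) fell further than *Ccm2l* (−0.23), while the deposited ratio gave −1.20 and −2.06. On P28 the paper's largest rise is that of *Bcl3*, and with the offset ratio *C4b* (1.58) rose further than *Bcl3* (0.81), while the deposited ratio gave 2.06 and 2.21.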

Other observations

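The tests on the slides, on the brightness of the P28 arrays, on the spread of the probes found on P17, on the offset, on the sex counts, on Table 4, on the blood genes and on the lens list other than that on tissue carried over were chosen only after the result was seen.

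With redrawn labels, as many differentially expressed probes as in the real groups were found in 2 of 100 splits on P12, 1 on P17 and 3 on P28, so chance can be excluded at 5 of 100. The redrawn splits that reached the real count gave far more probes, 904 on P12 and 5146 and 9459 on P28 (the last with 3272 in the reference channel), so that some groupings of these arrays differ more than OIR and control mice do. These groupings followed the slides and the brightness in part. On P28, 3 slides held 12 of 14 arrays of one and 3 of 13 of the other group of the largest, with a median of 33002.5 against 20960 probes well above background. When the slide was put in as a block, they gave 0 on P12 and 339 and 0 on P28. The real groups gave 0.0287, 1.49 and 0.219% of the probes with this block, so slides alone do not account for these counts, although slides and groups overlapped in part. As many were then found in 2, 2 and 3 of 100 splits on P12, P17 and P28, with up to 5594, 7801 and 339 probes. In the reference channel alone, limma found 0, 1 and 0 probes on these days with quantile normalization (2066, 1501 and 3166 with an unadjusted p under 0.05) and 0, 1 and 3 with the shift to the 75th percentile. As many were found in 100 of 100 splits on P12, 4 on P17 and 100 on P28. The probe of P17 was that of *Ndufa4l2*.

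On P28 fewer probes were found than on P17. The arrays of P28 were not dimmer, with a median of 32497 probes well above background in the retina channel against 20444 on P17. The median residual SD over all probes was 1.12 times that of P17, so a larger spread between mice may account for part of the lower count. For the probes found on P17, however, it was 0.989 times as large, which argues against the spread as the reason why fewer of those were found on P28.

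More probes were found with the deposited ratio than with the offset ratio. Among the 1471 probes of P17, the offset ratio gave a median of 0.214 of the deposited log2 fold change in the dimmest 25%, 0.494 and 0.673 in the next and 0.830 in the brightest. With an offset of 0 these values were 0.692, 0.866, 0.960 and 0.998, so that a candidate explanation for the smaller changes of dim spots is that the offset draws their ratios towards 0. It is not the only source of the gap in counts, as an offset of 0 gave 0.0269, 1.65 and 0.0790% of the probes on P12, P17 and P28 (916 probes on P17), against 0.0233, 1.13 and 0.0611% with the offset of 50 and 0.0700, 2.64 and 0.203% with the deposited ratio. What makes up the rest was not tested. Which of both ratios is nearer to the true change of a dim gene was not tested here. The paper reports no significant difference between its array and PCR results, and the fold changes it lists match the deposited ratio. That bears on the question, but the PCR values were not analyzed here.

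The sex counts read from the arrays differ from Table 1, where the paper gives 3 female and 10 male OIR mice on P17 against 4 and 9 here. Among the control mice the paper gives 5 and 8 against 5 and 7 on P12, 6 and 7 against 6 and 6 on P17, and 8 and 6 against 7 and 7 on P28, of which those of P12 and P17 could come from mice without an array. An exchange of arrays between OIR mice of P17 and control mice of P28 was considered. With slide effects taken out, 0 arrays of these groups lay nearer to the profile of the other group, which argues against it. Before slide effects were taken out, 2 of 13 OIR and 4 of 14 control arrays did. Unclear signals are not a likely source either, as the female and male sides lay 6.12 apart on the log2 scale, with an SD of 0.94 and 1.68 within each side. No biological explanation was tested.

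For the underexpressed genes of Table 4 on P12, the adjusted p-values of the paper differ from those of the deposited ratio. In 8 of 10 genes the paper's value was within 10% of the one obtained for the gene above it in a list ordered by fold change, and in 3 within 10% of its own. A candidate explanation is p-values moved 1 row down against the genes.

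Genes that the paper reports as altered in blood on P17 were not altered in the retina with the offset ratio, with 0 of 24 differentially expressed in the same direction (0 in any direction), 14 of 24 with the same sign, and log2 fold changes between −0.38 and 0.39. With the deposited ratio, 3 were differentially expressed, *Deptor* and *Nol4* in the same direction as in blood and *Lpin2* (−0.62, adjusted p = 0.0374) in the opposite one, 12 of 24 had the same sign, and the log2 fold changes lay between −1.16 and 0.64. These 24 are the genes that the paper names, of 49 with a symbol by the paper's count. Whether blood cells in the retina samples contributed to the retinal changes stays open, since genes that change within blood cells do not measure the amount of blood.

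Some marker lists passed the threshold in camera but not in fry and so may reflect correlation between their genes. The lens list was lower on P12 (−0.04, camera 0.0353, fry 0.594) and P17 (−0.075, camera 0.0408, fry 0.394). Its genes varied together between mice of one group, with a median correlation of 0.803 against a 95th percentile of 0.171 for random lists. Lists of other kinds varied together as much, such as cell division (0.937) and rod (0.790), so that lens tissue carried into some samples cannot be told apart from other sources of such variation. With the slide as a block the list did not pass on P17 (0 of 1, median 0.0063, camera 0.825) or P12 (camera 0.299), so slides are a candidate explanation. With the deposited ratio the list passed in camera on P17 (−0.84, camera 0.0349, fry 0.244) but not on P12 (camera 0.127). Redrawn labels gave as small a p-value in 52 of 100 splits on P17 and 39 on P12, so chance cannot be excluded. The list was not higher in the reference channel on P17 (0 of 1), which argues against changes in the reference channel. The brightest lens genes were *Cryaa*, *Crygc* and *Bfsp2*, at −0.46, −0.52 and −0.88 on the log2 scale against the 75th percentile of the array. Of the 16 genes 7 were well above background on at least 50% of the arrays, none was in another list, and *Bfsp2* is one of the genes that the paper chose for PCR.

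The other lists that passed in camera only were bipolar (−0.14 on P12 and −0.42 on P17, camera 0.00965 and 0.00398), cone (−0.22 on P12, 0.00223), Mueller glia (−0.13 on P12, 0.0385), cell division (0.19 on P12 and −0.25 on P28, 0.0314 and 0.0202), reactive glia (0.055 on P12, 0.0140) and rod (−0.36 on P28, 0.00132). With the slide as a block, bipolar on P17 (camera 9.29e-06) and cell division on P28 (0.00378) passed in camera. The others did not (0.169 or higher), and rod turned to 0.015, which leaves slides open for them. With the deposited ratio, only rod passed (−0.43, camera 0.00574), and cell division on P28 turned to 0.038 (0.889). In the reference channel, only rod was past the threshold (0.30 on P28, camera 0.0494), a rise that lowers the ratio. The horizontal cell list passed on no day, with medians of −0.04, −0.059 and 0.022. The astrocyte list passed in fry only on P17 (0.13, fry 0.00612).

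Other lists passed in both tests with an alternative but not with the offset ratio. The hypoxia list was lower on P12 with the slide as a block (−0.17, camera 0.000320, fry 0.0201) and with the deposited ratio (−0.21, camera 0.00102, fry 0.0422), against −0.10 with the offset ratio (camera 0.170, fry 0.566). The mural list was higher on P28 with the slide as a block (0.078, camera 0.0483, fry 0.0257). With the deposited ratio, the cell division list was higher on P17 (0.52, camera 0.00105, fry 0.00936), the hypoxia list on P28 (0.13, camera 0.00474, fry 0.00770) and the tip cell list on P28 (0.20, camera 0.00566, fry 0.00302), and the tip cell list was lower on P12 (−0.21, camera 0.00742, fry 0.0493). The log ratio of the scanner software gave the same calls as the deposited ratio for these lists. None of them passed on these days in the reference channel. These results depend on the processing, and no explanation of them was tested.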
